# Mouse models of 17q21.31 microdeletion and microduplication syndromes highlight the importance of *Kansl1* for cognition

**DOI:** 10.1371/journal.pgen.1006886

**Published:** 2017-07-13

**Authors:** Thomas Arbogast, Giovanni Iacono, Claire Chevalier, Nurudeen O. Afinowi, Xander Houbaert, Matthijs C. van Eede, Christine Laliberte, Marie-Christine Birling, Katrin Linda, Hamid Meziane, Mohammed Selloum, Tania Sorg, Nael Nadif Kasri, David A. Koolen, Henk G. Stunnenberg, R. Mark Henkelman, Maksym Kopanitsa, Yann Humeau, Bert B. A. De Vries, Yann Herault

## Abstract

Koolen-de Vries syndrome (KdVS) is a multi-system disorder characterized by intellectual disability, friendly behavior, and congenital malformations. The syndrome is caused either by microdeletions in the 17q21.31 chromosomal region or by variants in the *KANSL1* gene. The reciprocal 17q21.31 microduplication syndrome is associated with psychomotor delay, and reduced social interaction. To investigate the pathophysiology of 17q21.31 microdeletion and microduplication syndromes, we generated three mouse models: 1) the deletion (*Del/+*); or 2) the reciprocal duplication (*Dup/+*) of the 17q21.31 syntenic region; and 3) a heterozygous *Kansl1* (*Kans1*^*+/-*^) model. We found altered weight, general activity, social behaviors, object recognition, and fear conditioning memory associated with craniofacial and brain structural changes observed in both *Del/+* and *Dup/+* animals. By investigating hippocampus function, we showed synaptic transmission defects in *Del/+* and *Dup/+* mice. Mutant mice with a heterozygous loss-of-function mutation in *Kansl1* displayed similar behavioral and anatomical phenotypes compared to *Del/+* mice with the exception of sociability phenotypes. Genes controlling chromatin organization, synaptic transmission and neurogenesis were upregulated in the hippocampus of *Del/+* and *Kansl1*^*+/-*^ animals. Our results demonstrate the implication of *KANSL1* in the manifestation of KdVS phenotypes and extend substantially our knowledge about biological processes affected by these mutations. Clear differences in social behavior and gene expression profiles between *Del/+* and *Kansl1*^*+/-*^ mice suggested potential roles of other genes affected by the 17q21.31 deletion. Together, these novel mouse models provide new genetic tools valuable for the development of therapeutic approaches.

## Author summary

The 17q21.31 deletion syndrome, also named Koolen-de Vries syndrome (KdVS), is a rare copy number variants associated in humans with intellectual disability, friendly behavior, congenital malformations. The syndrome is caused either by microdeletions in the 17q21.31 region or by variants in the *KANSL1* gene in human. The reciprocal 17q21.31 microduplication syndrome is not so well characterized. To investigate the pathophysiology of the syndromes, we studied the deletion, the duplication of the syntenic region and a heterozygous *Kansl1* mutant in the mouse. We found affected morphology and cognition, similar to human condition, with genes controlling chromatin organization, synaptic transmission and neurogenesis dysregulated in the hippocampus of *KdVS* models. In addition we found that synaptic transmission was altered in KdVS mice. Our results demonstrate the implication of *KANSL1* in the manifestation of KdVS and extend substantially our knowledge about altered biological processes. Nevertheless, phenotypic differences between deletion and *Kansl1*^*+/-*^ models suggested roles of other genes affected by the 17q21.31 deletion.

## Introduction

The Koolen-de Vries syndrome (KdVS) has a prevalence estimated at 1/55,000 based upon CNV studies[1–3] and was primary described as a consequence of the 17q21.31 microdeletion. Patients with KdVS present characteristic facial dysmorphisms[4] and clinical features including intellectual disability, friendly behavior, hypotonia, and several brain anomalies[5–7]. Microdeletions and microduplications of genomic fragments in the 17q21.3 region ranging from 400 to 800kb have been found in individuals with intellectual disability[6, 8]; these genomic fragments include five protein-coding genes: *CRHR1*, *SPPL2C*, *MAPT*, *STH*, and *KANSL1*. The reciprocal duplication is much more rare than the deletion. To our knowledge, only eight patients have been described in the literature[8–12]. The symptoms are heterogeneous and include craniofacial malformations, microcephaly, psychomotor delay, poor verbal and motor skills, and reduced social interaction[8]. Two cases out of eight have been diagnosed with autism spectrum disorder (ASD).

Loss-of-function mutations and atypical deletions restricted to the *KANSL1* gene, encoding the KAT8 Regulatory NSL Complex Subunit 1, have been found in several KdVS patients. Interestingly, phenotypic comparison of both the 17q21.31 microdeletion and *KANSL1* heterozygous mutation patients show similar clinical severity, implicating that haploinsufficiency of *KANSL1* is sufficient to cause the full manifestation of KdVS phenotype[3, 13–15]. KANSL1 is a member of the evolutionarily conserved nonspecific lethal (NSL) complex that controls various cellular functions, including transcription regulation and stem cell identity maintenance and reprogramming[16, 17]. The NSL complex contains the histone acetyltransferase MOF (males absent on the first) encoded by *KAT8* which acetylates histone H4 on lysine 16 (H4K16) and with lower efficiency on lysines 5 and 8 (H4K5 and H4K8, respectively) to facilitate transcriptional activation[18, 19]. Recent studies in flies have shown that KANSL1 acts as a scaffold protein interacting with four NSL subunits including WDR5 which plays a critical role in assembling distinct histone-modifying complexes with different epigenetic regulatory functions[20].

Genes within the human 17q21.31 region are highly conserved on mouse chromosome 11E1. *Crhr1*, *Sppl2c*, *Mapt* and *Kansl1* orthologs have all been found in the same orientation as in the human H1 haplotype. To investigate the pathophysiology of KdVS and microduplication syndrome, we generated first a mutant mice bearing deletion (*Del/+*), and duplication (*Dup/+*) of the 17q21.31-homologous *Arf2-Kansl1* genetic interval and looked for phenotypes related to the human condition. We studied behavior, cognition, craniofacial and brain morphology of single Deletion carried compared to wild type and pseudo-disomic (Del/Dup) controls. Then we compared these data to results obtained with mutant mice for *Kansl1* and extended our analysis to gene expression. We found a large phenotypic overlap with altered molecular mechanisms controlling the hippocampus synaptic response.

## Results

### Deletion of the *Arf2*–*Kansl1* genetic interval impairs viability and alters post-natal development with reduced size and body weight

*Del/+* and *Dup/+* mice were generated on the C57BL/6N (B6N) genetic background (see supplementary information; Fig 1). In comparison with wild-type (wt) littermates, he *Del* allele frequency was reduced significantly while the transmission of the *Dup* allele and the *Del/Dup* carriers were not affected (Table 1), thus demonstrating that lethality is associated with the deletion on the B6N background.

**Fig 1:**
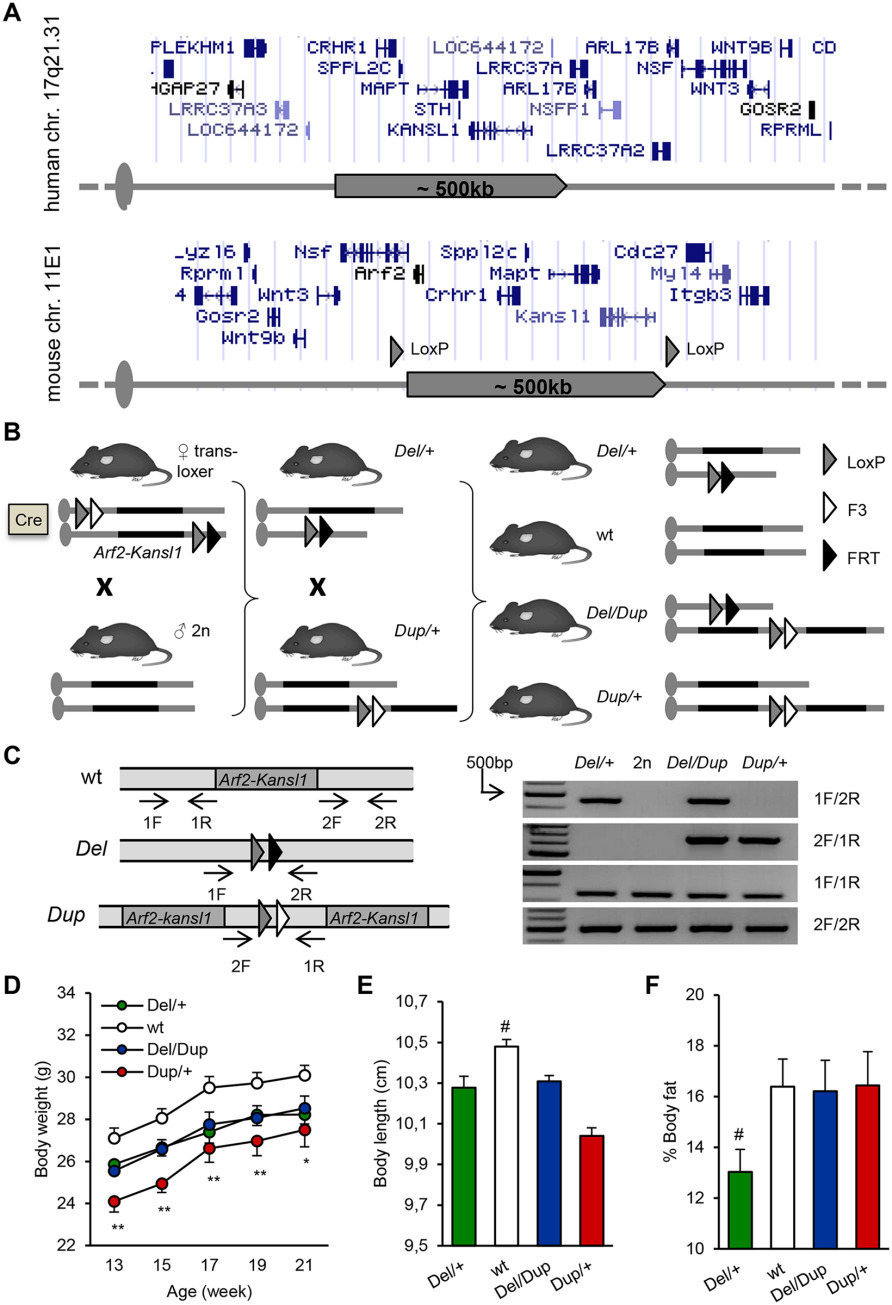
Mouse models of 17q21.31 rearrangements. **(A)** Top: haplotype H1 of the human 17q21.31 region. All genomic positions are given according to the UCSC human genome browser GRCh38/hg38. Bottom: 17q21.31 syntenic region on mouse chromosome 11E1. All genomic positions are given according to UCSC mouse genome browser GRCm38/mm10. **(B)** Strategy for *in vivo* Cre-mediated recombination and targeted meiotic recombination (TAMERE) crossing strategy. LoxP sites were inserted upstream of *Arf2* and downstream of *Kansl1*. The breeding strategy aimed to have trans-loxer females expressing the *Hprt*^*tm1(cre)Mnn*^ transgene and carrying the two loxP sites in a *trans* configuration. The last step consisted of mating trans-loxer females with wt males to generate progeny carrying the deletion (*Del/+*) or the duplication (*Dup/+*) of the *Arf2-Kansl1* region. *Del/+* and *Dup/+* animals were crossed together to generate *Del-Dup* cohorts. **(C)** Molecular validation. PCR products specific for the *Del* and *Dup* alleles are 448-bp and 653-bp respectively. **(D)** Evolution of body weight (g) of adult animals (F_(3,300)_ = 5.529, *P* = 0.002; *Del/+* vs wt: P = 0.101, *Dup/+* vs wt: *P* = 0.002, *Del/Dup* vs wt: P = 0.109). **(E)** Body length (distance from the snout to the tail base) of 20-week old animals (H_(3, 55)_ = 28.036, *P* < 0.001; *Del/+* vs wt: *P* = 0.004, *Dup/+* vs wt: *P* < 0.001, *Del/Dup* vs wt: *P* = 0.003). **(F)** Body fat percentage of 20-week-old animals measured by qNMR (H_(3, 55)_ = 8.120, *P* = 0.044; *Del/+* vs wt: *P* = 0.027). Data are represented as the mean ± s.e.m. Cohort used included 18 *Del/+*, 24 wt, 11 *Del/Dup*, and 11 *Dup/+* animals. **(A)** Repeated Measures ANOVA “genotype” analysis, Tukey's *post hoc* test. **(B, C, E, F)** Kruskal-Wallis analysis, Mann-Whitney *U* test. *P < 0.05 vs wt, **P < 0.01 vs wt, ***P < 0.001 vs wt, ^#^ *P* < 0.05 vs all other groups.

**Table 1:** Transmission rates of the *Arf2-Kansl1* deletion (*Del*) and duplication (*Dup*) alleles recorded at weaning. A reduced transmission rate of the *Del* allele was observed. Combination of both *Del* and *Dup* alleles led to the rescue of the *Del* allele-associated lethality.

Crossing	Genotype	Observed number	Observed ratio	χ^2^	*p*
*Del/+* × wt	wt	102	63.4%	5.74	0.02
	*Del/+*	59	36.6%		
*Dup/+* × wt	2n	186	55.0%	1.71	0.20
	*Dup/+*	152	45.0%		
*Del/+* × *Dup/+*	wt	71	37.6%	11.9	5.5x10^−04^
	*Del/+*	14	7.4%	23.4	1.3x10^−06^
	*Dup/+*	48	25.4%	0.01	0.91
	*Del/Dup*	56	29.6%	1.62	0.20

We generated and characterized a compound *Del-Dup* cohort with littermates carrying four genotypes: *Del/+*, wt, *Del/Dup*, and *Dup/+*. First, we followed general parameters. Compared to wt mice, *Dup/+* mice were underweight, whereas *Del/+* and *Del/Dup* mice were not (Fig 1d). At 20 weeks of age. *Del/+*, *Dup/+*, and *Del/Dup* animals showed significantly reduced body length compared to wt littermates (Fig 1e). In comparison with wt, *Del/+* littermates showed lower adiposity levels (Fig 1f) at the same age. Nevertheless, we did not detect any notable differences in feeding behavior between mutant and wt animals during a circadian activity test (S1 Fig).

### Deletion of the *Arf2*–*Kansl1* region decreases circadian activity and alters recognition and associative memory

Patients with 17q21.31 CNVs have impaired intellectual and adaptive functioning[4, 5]. As a primary experiment, we looked at the activity and the *Del/+* and *Dup/+* mice displayed a normal circadian pattern (S1 Fig). However, in comparison with wt, *Del/+* mice showed reduced spontaneous locomotor activity (Fig 2a) as well as reduced rearing behavior during the light phase (Fig 2a). In the open field, no differences in exploration, locomotor activity, rearing behavior, or time spent in the center of the area were observed between mutant mice and wt littermates (Fig 2b; S1 Table; S2a–S2d Fig). In the elevated plus maze, *Del/+* and *Dup/+* mice explored the same number of arms and spent similar periods of time in open arms as those observed for wt (S1 Table). We evaluated motor coordination and learning using the rotarod test but no differences were observed between mutant *Del/+* and *Dup/+* mice, and wt mice (S2a–S2c Fig). Similarly, for the grip test, no differences in the muscular strength were observed between mutant mice and wt littermates (S2d Fig).

**Fig 2:**
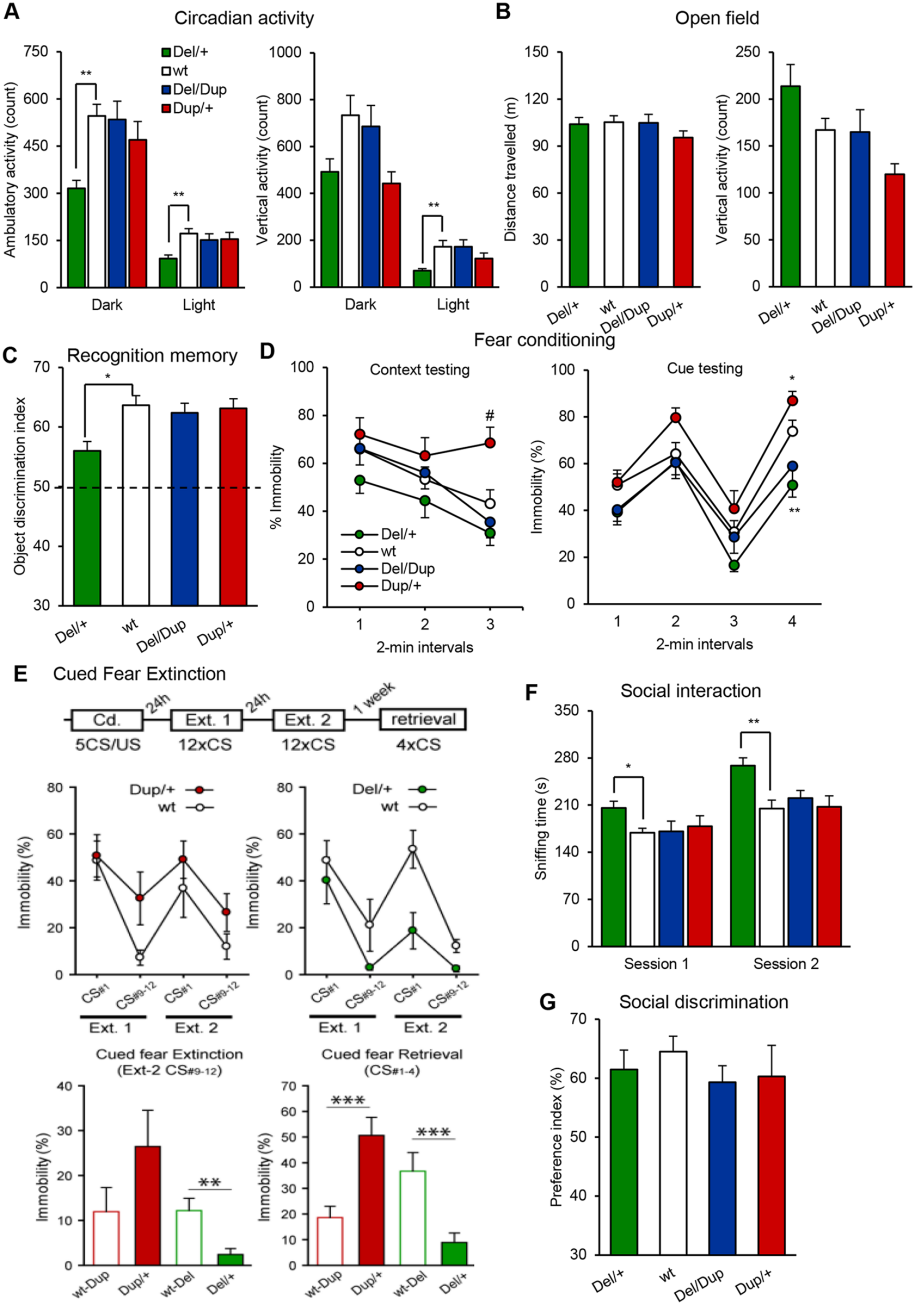
Behavioral characterization of *Del-Dup* cohorts. **(A)** Circadian activity test. Graphs plot the spontaneous ambulatory activity (count) and the vertical activity/rears (count) during dark and light phases. Del/+ mice showed reduced ambulatory activity during the dark phase (F_(3,46)_ = 5.791, *P* = 0.002; *Del/+* vs wt: *P* = 0.002) and the light phase (F_(3,46)_ = 4.260, *P* = 0.010; *Del/+* vs wt: *P* = 0.006) as well as reduced rearing behavior during the light phase (H_(3, 46)_ = 12.861, *P* = 0.005; *Del/+* vs wt: *P* = 0.002) **(B)** Open field test. Distance travelled (m), and vertical activity/rears (count) over 30 min of testing. **(C)** Novel object recognition test. Discrimination index was calculated as the ratio of time spent exploring the novel object vs the total time for object sniffing in the choice trial after a 3 h retention delay. The dashed line denotes a chance level of 50% (F_(3,43)_ = 3.081, *P* = 0.037; *Del/+* vs wt: *P* = 0.040). **(D)** Fear conditioning test. Plots represent the percentage of time spent freezing during test sessions. The 6-min context session was run 24 h after conditioning. The 8-min cue session was performed 5 h after the context session. A sequence of 2-min without cue and 2 min with light/auditory conditioning stimulus was repeated twice. **(E)** Cued fear extinction. Independent group of *Del /+* and *Dup/+* mutant mice with their respective wt control littermates were evaluated for cued fear extinction. Immobility was increased in *Dup/+* compared to control while it was decreased in the *Del/+* carriers during the two test periods for extinction (Ext1 (24 h) and Ext2 (48 h)). After one week the cued fear retrieval was observed in the *Dup/+* mice compared to their wt littermates whereas it was absent in the *Del/+* compared to their control. **(F-G)** Three-chamber sociability test. **(F)** Exploration time (s) of the first congener in the social interest session (session 1) and total exploration time of familiar and novel congeners in the social discrimination session (session 2). No delay was used between the two sessions. **(G)** Discrimination index was calculated as the ratio of time spent exploring the novel congener vs the familiar one. Data are represented as the mean ± s.e.m. Cohort used included 18 *Del/+*, 24 wt, 11 *Del/Dup*, and 11 *Dup/+* animals. *Post hoc* Tukey's and Mann Whitney U tests were performed following significant results in one-way ANOVA or Kruskal Wallis analysis, respectively. *P < 0.05 vs wt, **P < 0.01 vs wt, ***P < 0.001 vs wt, ^#^ *P* < 0.05 vs all other groups.

Spatial learning and memory was assessed in the Morris water maze, but similar acquisition and retention were observed in wt and mutant animals (S3 Fig). In the Y maze test, we found similar working memory parameters in wt and mutant animals (S2 Table). Next, we evaluated our models in the novel object recognition test. During the acquisition session, mice of all genotypes spent an equal amount of time exploring the sample object (S2 Table). After 3h of retention delay, *Del/+* mice are able to differentiate the novel versus the familiar object but show object discrimination deficits compared to wt whereas *Dup/+* and *Del/Dup* mice showed similar memory capacities (Fig 2c) compared to control.

Associative memory was evaluated with the fear conditioning test. No significant differences in the baseline and post-shock freezing levels were observed between mice of all genotypes (S2 Table). In the context session, *Dup/+* mice displayed a higher level of freezing with significant differences in the last 2 min of the test (F_(3,56)_ = 6.399, *P* < 0.001; *Dup/+* vs wt: *P* = 0.027; Fig 2d). The cued session was performed 5 h after the context session. During the presentation of the conditioning cue, all genotypes demonstrated higher freezing incidence (Fig 2d). During the second 2-min long cue, *Del/+* and *Dup/+* animals showed lower and higher levels of freezing, respectively, in comparison with wt littermates (H_(3, 56)_ = 20.609, *P* < 0.001; *Del/+* vs wt: *P* = 0.002, *Dup/+* vs wt: *P* = 0.036). To challenge cued fear extinction in those animals, we used another fear conditioning/extinction protocol with reinforced conditioned stimuli (CS) and long-term follow-up; we separated cohorts for the *Del/+* and for *Dup/+* with their own littermate controls. This revealed opposite effects on the capacity of *Del/+* and *Dup/+* animals to extinguish the fear response (Fig 2e). *Dup/+* animals presented with higher levels of freezing as compared to their wt littermates suggesting that the fear trace persists in those animals. In contrast, the freezing levels of *Del/+* animals were globally lower compared to those of their wt littermates, indicating that the fear memory trace is less stable in those animals.

### Deletion of the *Arf2*–*Kansl1* region increases sociability

To determine whether sociability traits were evident in our mouse models, we first used the three-chamber sociability test. Familiar and unfamiliar animals were of similar sex and genetic background than experimental animals but were of younger age in order to avoid aggressiveness. In the first phase of the test, the social interest session, *Del/+* mice spent relatively more time than wt littermates exploring the unfamiliar mouse (F_(3,51)_ = 3.447, *P* = 0.023; *Del/+* vs wt: *P* = 0.017; Fig 2f, Session 1; S4c Fig). In the second phase, the social discrimination session, *Del/+* mice interacted with familiar and novel congeners for longer periods compared to wt littermates as observed in the first session (F_(3,51)_ = 6.034, *P* = 0.001; *Del/+* vs wt: *P* = 0.002; Fig 2f, Session 2; S4d Fig). Nevertheless no differences in the percentage of time spent to explore the novel congener versus the familiar congener were observed between mutant mice and wt littermates (Fig 2e).

### Rearrangements of the *Arf2*–*Kansl1* region induce changes in craniofacial features and brain architecture

We studied the influence of 17q21.31-homologous CNVs on the mouse craniofacial structure. We analysed computed tomography (CT) cranial scans of animal heads combined with 3D reconstruction of skull images using 39 cranial landmarks (S5a Fig). Separate cohorts of *Del/+* and *Dup/+* females were used for the Euclidean distance matrix analysis[21] and MorphoJ analysis[22]. Skull size in *Del/+* (*T* = 0.115; S5b Fig) and *Dup/+* animals (*T* = 0.115; S5d Fig) was similar to that of wt littermates. The skull shape measurements were nominally altered in *Del/+* (*Z* = 0.077; S5c Fig) and *Dup/+* animals (*Z* = 0.052; S5e Fig) compared to those in wt littermates. Principal component analysis helped to identify change in the skull shape in *Del/+* and the *Dup/+* versus control littermates with the three main components (PC1 and PC2; S5f Fig) accounting for 59.2% of the total variance. Differences are more pronounced in the skull shape of the *Del/+* mice than in wt controls with a predominantly shorter nasal bone and a broadening of the face at the level of the zygomatic spine and squamosal junction.

In addition to neuropsychiatric features, over 50% of patients with 17q21.31 microdeletion also present with various brain structure changes[4, 5, 15]. Furthermore, 50% of patients with the 17q21.31 microdeletion present with microcephaly[8]. To identify potential morphological alterations of brain regions, we analyzed the brain structure of 8 *Del/+*, 10 wt, 11 *Del/Dup*, and 8 *Dup/+* mice using magnetic resonance imaging (MRI). Overall, we found significant differences in total brain volume between the genotypes (F_(3, 33)_ = 14.14, *p* < 0.001; *Del/+*: 458±23 mm^3^, wt: 448±10 mm^3^, *Del/Dup*: 446±12 mm^3^, *Dup/+*: 412±13 mm^3^, brain volumes given as mean±sd). *Dup/+* animals showed a globally reduced brain volume in comparison with that of the other genotypes. Using a segmented atlas that divides the brain into 159 separate brain regions[23–25], we examined the 83 structures of at least 1 mm^3^ in size. A reduction of the whole brain volume was noticed for *Dup/+* animals (Fig 3a). Brain structures significantly affected after a correction for multiple testing included the hippocampus, amygdala, nucleus accumbens, cingulate complex, entorhinal cortex, frontal region, and perirhinal cortex. Notably, for the majority of these structures, we observed opposite absolute volume changes in *Del/+* and *Dup/+* animals in comparison with values determined in wt littermates (Fig 3b). Relative volumes of the discussed regions are represented in the supplementary information (S3 Table).

**Fig 3:**
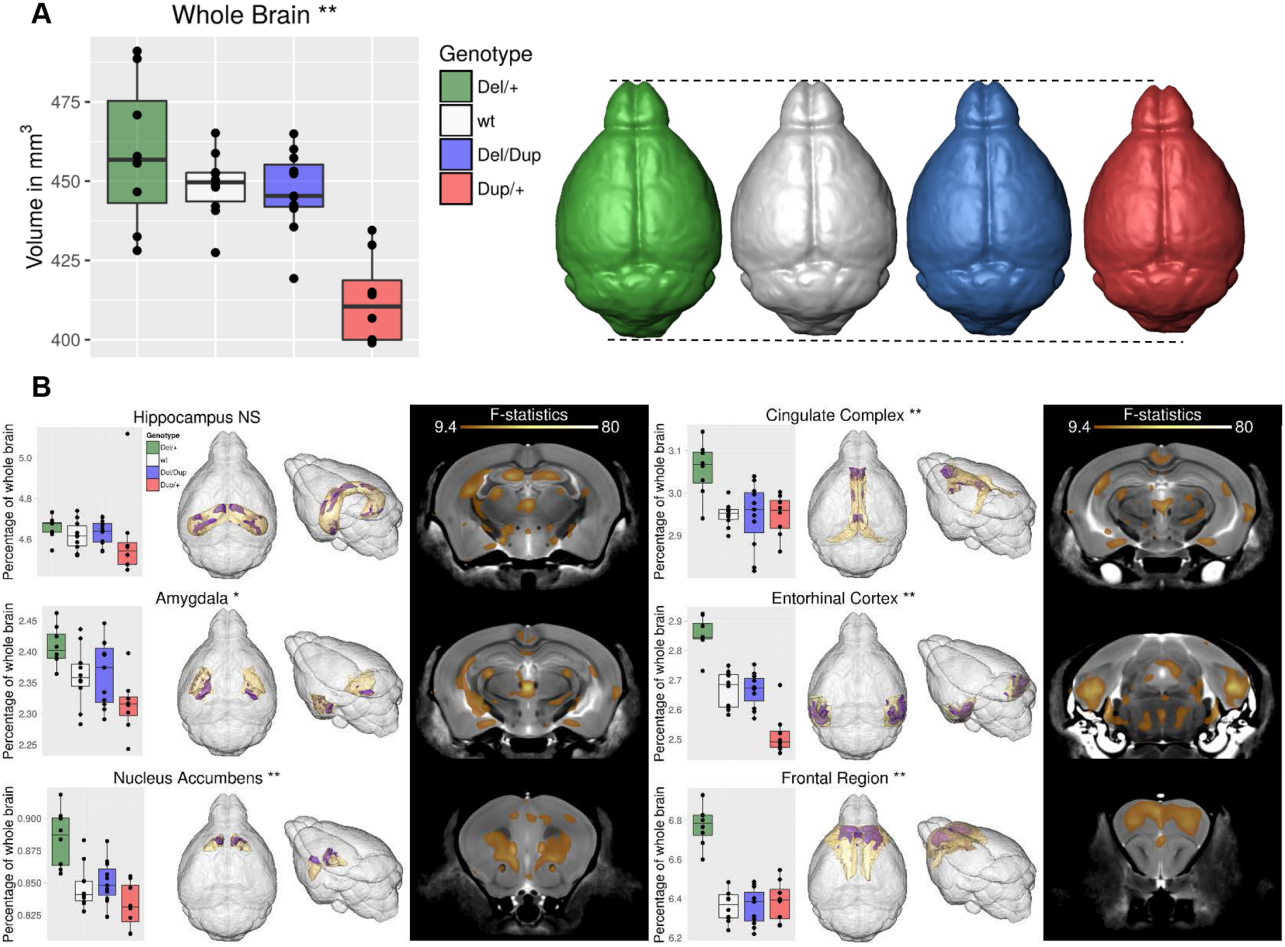
Differences in whole brain volume and relative volumes (normalized or overall brain volume) for the hippocampus, amygdala, nucleus accumbens, cingulate complex, entorhinal cortex and the frontal region of the 17q21.31 mouse models. All plots use box-and-whiskers diagrams. The box indicates data that lie within the 25th and 75th percentile. The horizontal line in the box specifies the median of the data, and the whiskers the full range of the data with the individual dots being the outliers. (**A**) Total brain volume is significantly different between the 4 genotypes at 0.1% FDR. (**B**) Relative volumes. For each structure, the following data are shown: on the left a bar graph indicating the relative size of the entire structure/region expressed as a percentage of total brain volume. Significance is based on the f-statistic resulting from comparing the 4 genotypes. NS = not significant, * = significant at 1% FDR, ** = significant at 0.1% FDR. In the center, the 3D surface renderings focus on significant changes for the structure of interest only. In grey the surface of the entire brain, in yellow the surface of the structure/region of interest and in purple all areas inside that structure/region that are significantly different between the genotypes at 0.1% FDR. On the right is a coronal slice through the average MR brain image. All colored regions indicate areas where the relative volume is significantly different between the 4 genotypes at 0.1% FDR. Cohort used included 8 *Del/+*, 10 wt, 11 *Del/Dup*, and 8 *Dup/+* animals.

### Effects of the *Arf2-Kansl1* dosage on synaptic transmission and synaptic plasticity in hippocampal slices

To explore if genes from the *Arf2-Kansl1* region regulate electrophysiological parameters in mouse neurons as suggested by changes in ChIP-seq profiles, we assessed basal synaptic transmission and synaptic plasticity by measuring field excitatory postsynaptic potentials (fEPSPs) in acute hippocampal slices from *Del/+* and *Dup/+* mice. In *Del/+* mutants, we observed decreased fEPSP slopes in mutant slices, especially in response to higher stimulus strengths (S6a Fig). Mean slopes of fEPSPs invoked by the maximum stimulus strength (4.2 V) were significantly smaller in slices from *Del/+* mice (1.46 ± 0.09 mV/ms) than wt littermates (1.87 ± 0.09 mV; F_(1,13.34)_ = 8.31; *P* = 0.025; two-way nested ANOVA, genotype effect). The mean paired-pulse ratio of slopes of fEPSPs evoked at a 50 ms interpulse interval was also significantly lower in mutant slices (S6c Fig; F_(1, 11.04)_ = 6.506; *P* = 0.027. No significant changes in LTP elicited by theta-burst stimulation were noted in slices from *Del/+* mice (S6 Fig).

Basal synaptic strength was slightly enhanced in slices from *Dup/+* mice, as fEPSPmax mean slope was nominally higher in slices from *Dup*/+ mice (2.12 ± 0.09 mV/ms) than in slices from wt littermates (1.89 ± 0.09 mV/ms; S6b Fig). However, the effect did not reach statistical significance (F_(1,8.67)_ = 3.09; *P* = 0.114; two-way nested ANOVA, genotype effect). Likewise, paired-pulse facilitation (S6d Fig) and LTP were not significantly different in slices from *Dupl*/+ and litter-matched wt mice (S6f Fig).

### Mice carrying a heterozygous deletion of *Kansl1* recapitulate the majority of phenotypes observed in animals carrying the *Arf2-Kansl1* deletion

We performed similar examinations of mice with heterozygous ablation of *Kansl1* (*Kansl1*^+/-^ mice) in the same B6N genetic background and compared the outcome with the *Del/+* phenotypes.). In comparison with wt mice, *Kansl1*^+/-^ adult animals were underweight (two-way ANOVA genotype effect F_(1,30)_ = 11.729, *P* = 0.004; Fig 4a) *Kansl1*^+/-^ mice had a significantly smaller body size (F_(1,15)_ = 11.516, *P* = 0.004) and lower adiposity level (F_(1,15)_ = 6.813, *P* = 0.020; Fig 4a) than wt littermates in 20 week old animals. In aggregate, these data indicate many similarities in basic traits between the *Kansl1*^+/-^ and the *Del/+* carriers.

**Fig 4:**
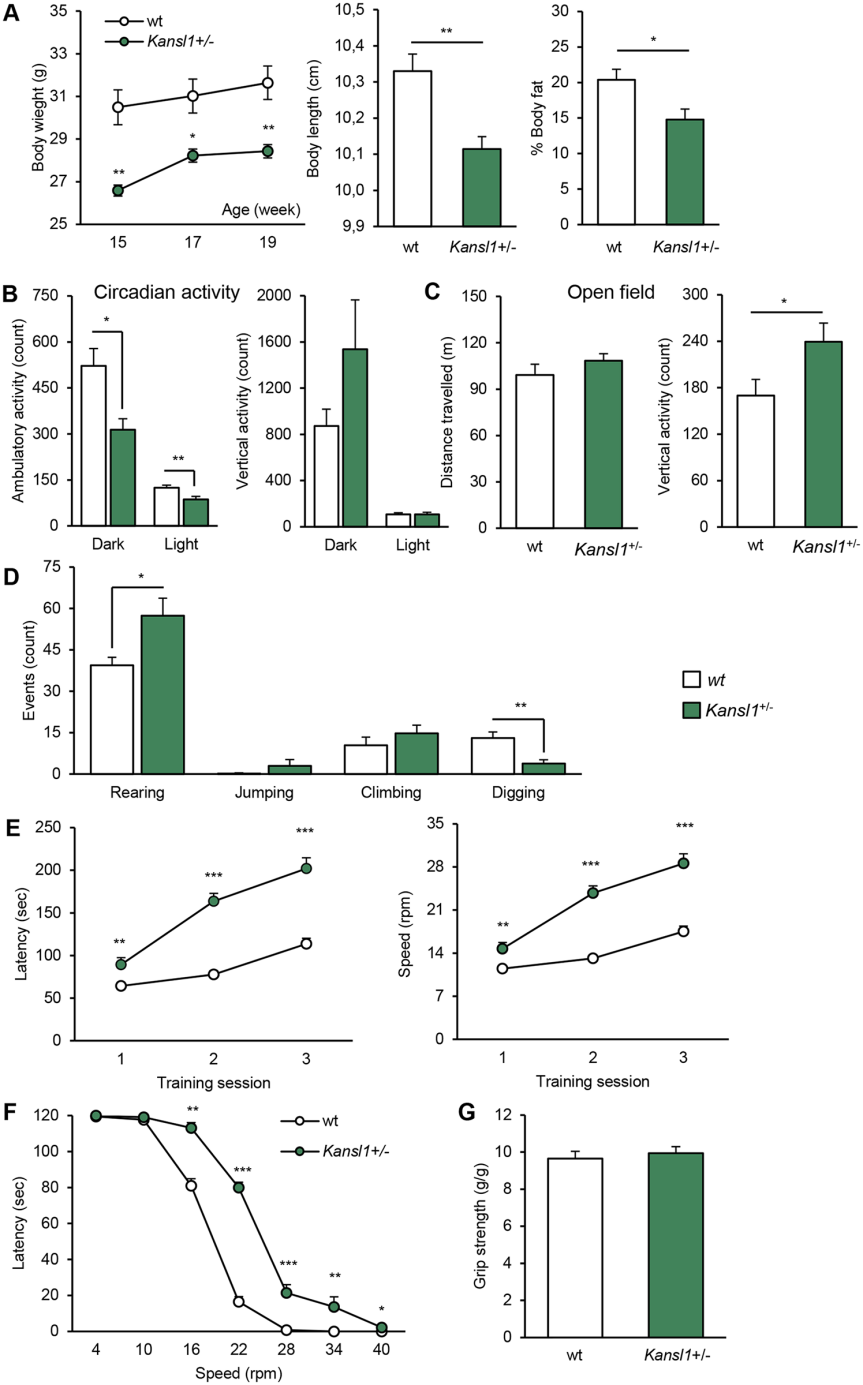
General behavioral characterization of *Kansl1*^*+/-*^ cohorts. **(A)** Body weight (g) of adult animals at 15, 17 and 19 weeks of age with Body length (distance from snout to tail basis) and Body fat percentage measured by qNMR of 20-week-old animals. Compared to wt littermates, *Kansl1*^+/-^ animals show body weight, size and adiposity deficits. **(B)** Circadian activity test. Graphs plot the spontaneous ambulatory activity (count) and the vertical activity/rears (count) during dark and light phases. **(C)** Open field test. Distance travelled (m), and vertical activity/rears (count) over 30 min of testing. **(D)** Repetitive behaviors. Graph plots occurences of rearing, jumping, climbing and digging behaviors (count) during 10 min of observation in a novel home cage. *Kansl1*^*+/-*^ animals show increase of rearing and decrease of digging levels reflecting an alteration of exploration activity. (**E**) Results are expressed as the time (s) that mice remained on an accelerating rod before falling during the training phase over 3 consecutive days of the rotarod test. (**F**) Corresponding rotational velocity (rpm) at the time of falling during the challenge phase of the rotarod test. The graph plots the time (s) that mice stayed on the rod when tested at constant speeds between 4 and 40 rpm. (**D**) Four-paw grip test. The conclusion of the rotarod and grip tests is that *Kansl1*^*+/-*^ animals show locomotor coordination improvements without alterations of muscular strenght. Graphs depict mean + s.e.m.. (**B-D**) Student’s t-test, *P < 0.05, **P < 0.01. (**A, E-G**) Repeated Measures ANOVA "genotype" analysis, Tukey's test, *P < 0.05, **P < 0.01, ***P < 0.001.

Next, we examined the behavior of *Kansl1*^+/-^ mice. In a circadian activity test, *Kansl1*^*+/-*^ mice displayed normal patterns of activity (S7 Fig). However their baseline locomotor activity levels differed from those of wt littermates during the dark phase (F_(1,16)_ = 8.482, *P* = 0.010) and the light phase (F_(1,16)_ = 8.573, *P* = 0.010; Fig 4b). In the novel open field arena, *Kansl1*^*+/-*^ mice demonstrated an increased level of rearing behavior (F_(1,15)_ = 4.846, *P* = 0.044: Fig 4c). To investigate further this hyperactivity, we performed visual observations of animals in odorless home-cages (Fig 4d). Mutant mice displayed more intensive rearing behavior (F_(1,15)_ = 7.207, *p* = 0.017) and also showed a decreased level of digging behavior (F_(1,15)_ = 12.268, *p* = 0.003) in comparison with wt littermates. These results indicate a global alteration of *Kansl1*^*+/-*^ activity characterized, in particular, by locomotor hypoactivity and vertical hyperactivity. During the learning phase of the rotarod test, *Kansl1*^*+/-*^ mice displayed higher levels of motor coordination and learning than wt mice (two-way ANOVA genotype effect F_(1,30)_ = 115.867, *P* < 0.001; Fig 4e). In the test phase, *Kansl1*^*+/-*^ mice showed improvements for speed higher than 10rpm (Fig 4f), a phenotype not observed in the deletion due to lower power of the tests. Recognition memory was assessed in mice by using the novel object recognition task with a retention delay of 3 h. While no difference was observed in the acquisition session (S4 Table), *Kansl1*^*+/-*^ mice displayed a significant memory impairment compared to wt during the choice session (F_(1,15)_ = 22.566, *P* < 0.001; Fig 5a). Then, we evaluated associative memory with the fear conditioning test. No differences in the baseline and post-shock freezing levels were detected between *Kansl1*^*+/-*^ mice and wt littermates in the conditioning session (Fig 5b; S4 Table). In the context session, *Kansl1*^*+/-*^ mice displayed a lower incidence of freezing than wt littermates (H_(1,16)_ = 6.419, *P* = 0.011). In the cue session, a decreased freezing level was detected in *Kansl1*^*+/-*^ mice during the second 2-min cue period (F_(1,16)_ = 16.748, *P* < 0.001). Finally, we evaluated animal social behaviors with the three-chamber sociability test and the social interaction test (Fig 5c and 5d; S8 Fig). In both tests, no differences were observed between *Kansl1*^*+/-*^ mice and wt littermates.

**Fig 5:**
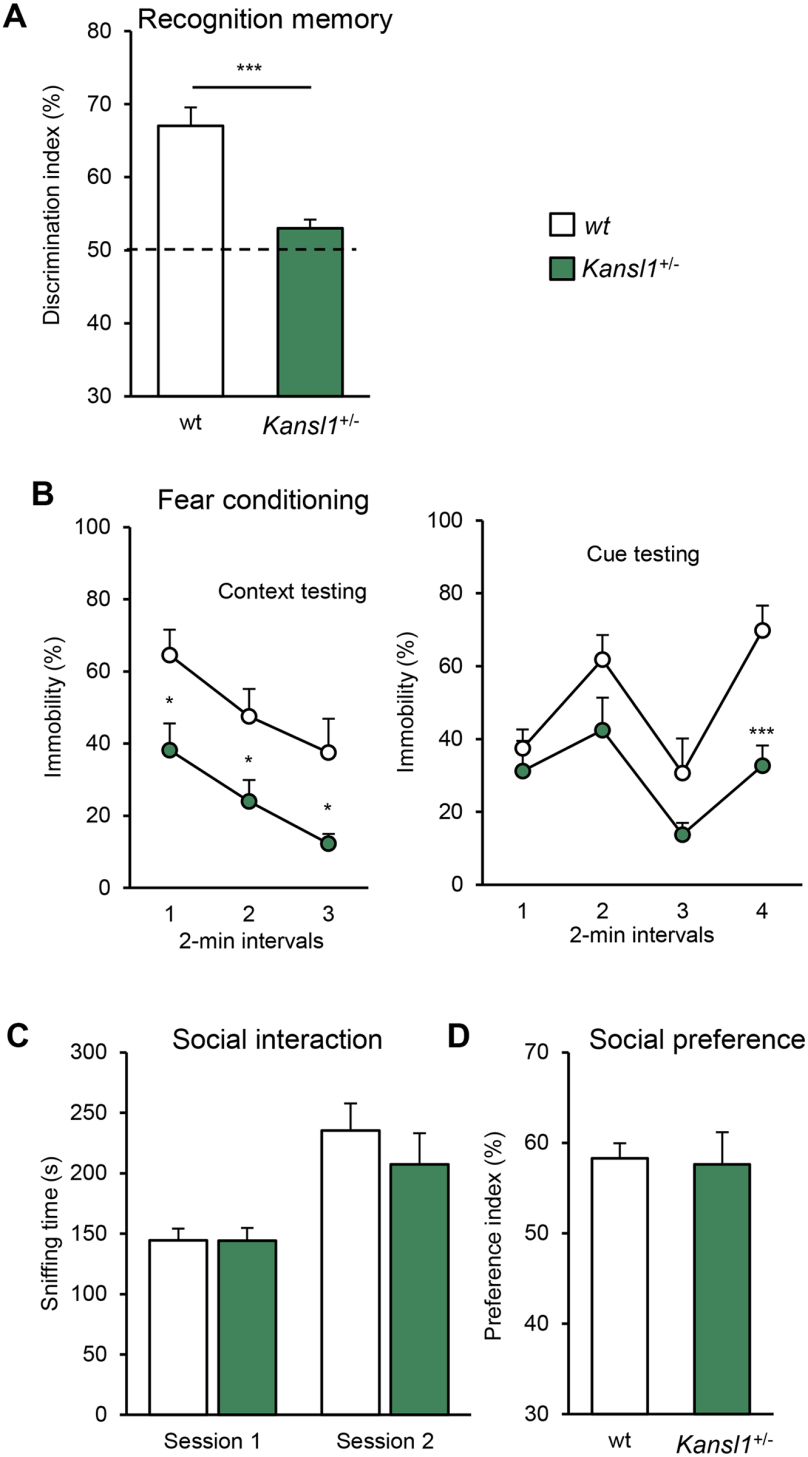
Learning and memory phenotypes in the *Kansl1*^*+/-*^. **(A)** Novel object recognition test. Discrimination index was calculated as the ratio of time spent exploring the novel object vs the familiar object in the choice trial after a 3 h retention delay. **(B)** Fear conditioning test. Plots represent the fraction of time spent freezing during test sessions. As above the 6-min context session was run 24 h after conditioning and the 8-min cue session was performed 5h after the context. A sequence of 2-min with no cue and 2 min with light/auditory conditioning stimulus was repeated two times. **(C-D)** Three-chamber sociability test. **(C)** Exploration time (s) of the first congener in the social interest session (session 1) and total exploration time of familiar and novel congeners in the social discrimination session (session 2). No delay was used between the two sessions. **(D)** Discrimination index was calculated as the ratio of time spent exploring the novel congener vs the familiar one. Data are represented as the mean ± s.e.m.. Cohort used included 8 *Kansl1*^*+/-*^ and 10 wt animals. Tukey's and Mann Whitney U tests following a significant one-way ANOVA and Kruskal Wallis analysis, respectively. *P < 0.05 vs wt, **P < 0.01 vs wt, ***P < 0.001 vs wt, ^#^ *P* < 0.05 vs all other groups.

### Epigenetic profiling in KdVS models identifies changes in regulation of neuronal processes and synaptic activity

To identify potential gene expression differences in KdVS models, we carried out epigenetic profiling in the hippocampus, a brain region implicated in learning and memory processes, isolated from 3 *Del/+*, 3 *Kansl1*^*+/-*^ and 6 wt (3+3 matched littermates). We performed ChIP-Seq of H3K4me3 which is a histone mark located in actively expressed genes. 

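Chromatin of snap-frozen hippocampi from 12 mice at postnatal day 30 was immunoprecipitated for H3K4me3, a modification of histone H3 found at the promoters of active genes, with 3 Del/+, 3 Kansl1+/- and 6 wt mice (3 littermates for each mutant). The authors pooled the libraries 4 per lane, mapped them with BWA 0.6.2, called peaks with their own script and compared promoters with DESeq2. Each mutant group was set against all 6 wt libraries, and a promoter was called at an uncorrected p below 0.01. The processed files analysed here hold what the authors derived from those calls: for each of 8 gene lists, the Gene Ontology (GO) terms with p below 1e-05, the number of list genes and background genes in each term, and the resulting p-values and folds. The 8 lists are the genes up- and down-regulated in Del/+ and in Kansl1+/- and the 4 clusters of up-regulated genes. No values per mouse were analysed here, so the depth of each library is unknown, no spread between mice can be given for any value, and the calls themselves were taken as the authors made them. From the printed expected numbers and p-values, the background of the tests was found to be 23468 genes and the number of terms tested 21172, and these sizes returned the printed expected number of all 1076 listed terms. The p-value of each term was then recomputed from the gene counts by a one-sided exact hypergeometric test with Bonferroni correction over the 21172 terms. Shares of a list are given with exact 95% Clopper-Pearson intervals, which cover counting error only. Counts of cell-type markers, gene features and gene names came from S13 to S20 Tables, of which 3 were held in part: 151 of 162 genes for cluster 4, 457 of 478 for Kansl1+/- down and 472 of 504 for Del/+ up. Those 3 gene lists entered no overlap, and tests used only sheets that list as many genes as they count. The background holds all annotated genes and not those with an H3K4me3 peak in the hippocampus. A list of genes active in brain can therefore be enriched in brain terms, or in broad cell terms such as mitochondrion, for that reason alone. Comparisons between lists of the same experiment are given where the counts allow them.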

As expected, H3K4me3 marks were lower in the *Arf2-Kansl1* region with half peak height values for *Arf2*, *Crhr1*, *Mapt* and *Kansl1* in the *Del/+* samples compared to those observed in wt samples and for the neighboring genes (Fig 6a). 

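In the GRCm38 annotation, the build of Fig 1, the protein-coding genes from Arf2 to Kansl1 lie on chromosome 11 between 103966739 and 104468861. Arf2 covers 103966739 to 103985337, Crhr1 104132855 to 104175523, Sppl2c 104186327 to 104191163 and Mapt 104231390 to 104332090, all on the plus strand, and Kansl1 covers 104333229 to 104468861 on the minus strand. Of these 5 genes, 4 (Arf2, Crhr1, Mapt and Kansl1) were among the 337 genes listed as down-regulated in Del/+, and Sppl2c was not. No other gene within 1 Mb of the region was in that list. None of the 5 was listed as up- or down-regulated in Kansl1+/-, Kansl1 included. The paper describes its Kansl1 allele as the deletion of a targeted exon, so a lower H3K4me3 signal at the Kansl1 promoter need not follow. The files hold gene names and no positions, so these coordinates are those of the annotation. Peak heights were not analysed here, and the size of the change at each promoter is not given.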

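The gene lists behind the GO and feature tables are counted in genes, not in promoters. For Del/+, 504 genes were listed as up-regulated and 337 as down-regulated. For Kansl1+/-, 340 were listed as up-regulated and 478 as down-regulated. The GO tables imply 512, 343, 343 and 483 genes for the same lists. For each mutant and direction, the paper counts fewer promoters than there are genes listed, so some promoters stand for several genes. Which genes these are, and how many promoters stand behind each gene, is not known from these counts. The tests of these lists take each gene as a separate draw, which genes of a common promoter are not.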

Analysis of H3K4me3 tracks (DESeq2, *p<0*.*01*) revealed 788 and 751 misregulated promoters in *Del/+* and *Kansl1*^*+/-*^, respectively (Fig 6b). Clustering of Pearson correlations, an unbiased method to measure the degree of similarity between large data sets, showed clear segregation between conditions and high concordance of biological replicates (Fig 6c; data are available in S5 to S10 Tables).

**Fig 6:**
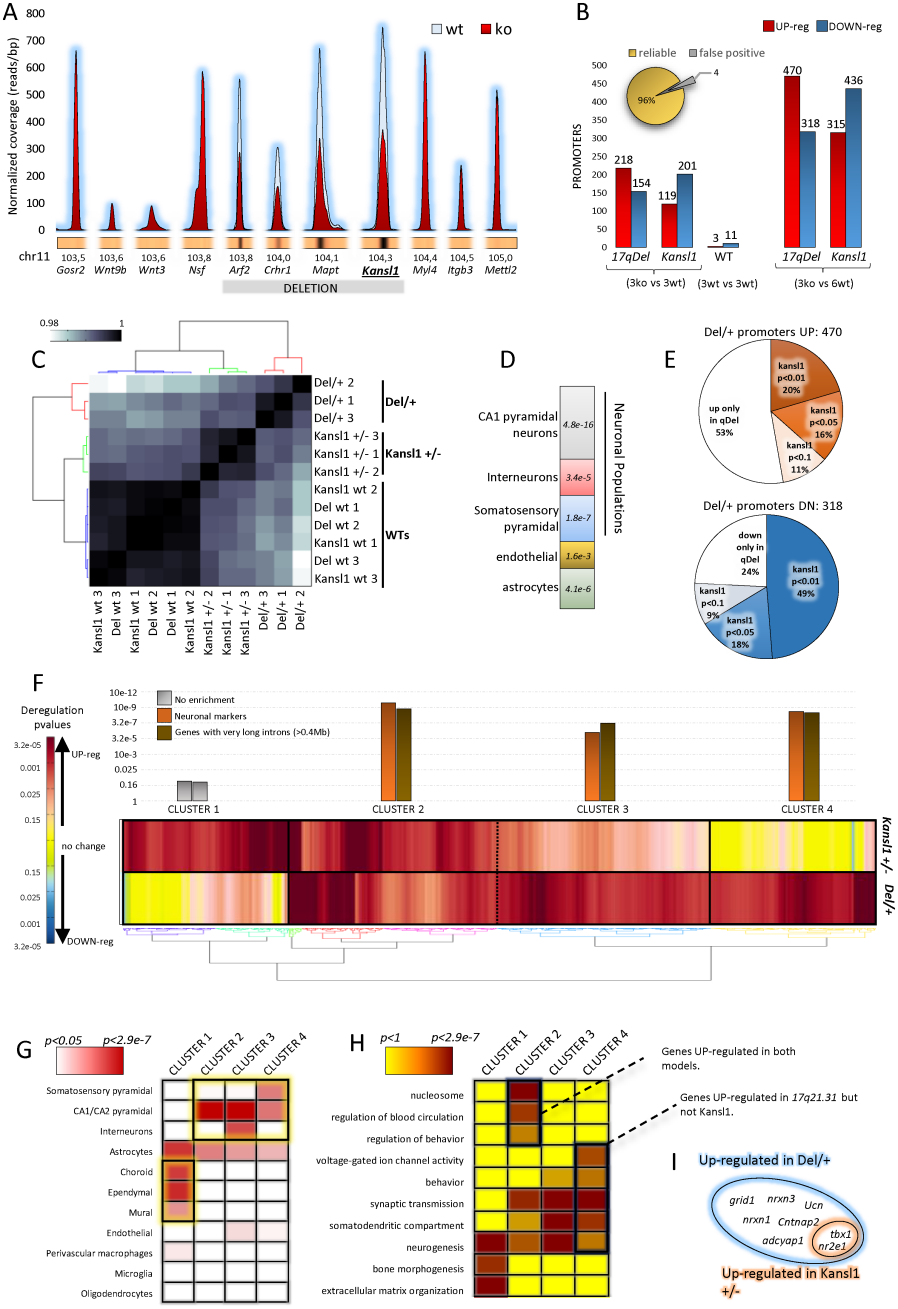
Epigenetic profiling in the hippocampus of KdV mouse models demonstrated non-neuronal and neuronal cell-specific alterations. (**A**) H3K4me3 pattern in the deleted region and its flanking sequences. Graph with a schematic representation of H3k4me3 peaks (averaged over three biological replicates) at the promoters of the genes in the 17q21.31 deleted region and flanking regions. Peaks within the deletion show half intensity as compared to wt, while peaks in the surrounding regions show the same intensity and patterning, thus confirming the absence of nonspecific-effects. (**B**) Overview of promoter deregulations. For each mouse model (*Kansl1*^*+/-*^ or *Del/+*) 3 wt biological replicas and 3 mutant biological replicas were generated for H3K4me3 ChIP-seq. DEseq2 algorithm was used to call the significant deregulations (*P* value<0.01) in the promoters. False positives, as detected by comparing the two groups of WT samples, can be estimated to only 4%. Given that no consistent changes were found among WT sets we opted to collapse all the 6 wts in one group and use it as the common control for both *Kansl1*^*+/-*^ and *Del/+* samples, thus increasing the sensitivity and detecting more dysregulation (right histograms) (**C**) Clustering of Pearson correlation calculated over the total dysregulated promoters clearly segregates the different conditions. (**D**) Cell types of *Del/+* up-regulated genes. The Stacked histogram represents the enrichment of cell-type specific markers in the *Del/+* UP-regulated genes. The strongest enrichment is for CA1 pyramidal neurons markers, followed by genes specific to somatosensory cortex pyramidal neurons, astrocytes and interneurons. A milder, but still significant, enrichment was found for endothelial cells. Together, these results suggest that *Del/+* deletion causes perturbations that are cell-type specific. (**E**) Overview of *Del/+* misregulation in the *Kansl1*^*+/-*^ model. Pie charts summarize the behavior of *Del/+* deregulated genes in the *Kansl1*^*+/-*^ model to evaluate the extent to which *Kansl1* alone is able to mimic the *Del/+* misregulations. To better describe the shades of gray always inherent to the *P* values, we classified the strength of *Kansl1*^*+/-*^ deregulation in four classes, ranging from no-change to the same intensity of *Del/+*. We could not detect any ‘reversal’ in the deregulations (i.e. genes up-regulated in one mutant being down-regulated in the other and vice versa) (**E**) Clustering of the *Del/*+ and *Kansl1*^*+/-*^ deregulated genes. The heat map includes all the genes that are significantly UP-regulated in either of the models. Enrichment of neuronal markers are based on published work. (**F**) Study of cell-type markers. The heat map represents the significance of the enrichments for specific markers in the 4 different clusters of section E. (**G**) Study of Cluster GO enrichments. The heat map represents the significance of the GO enrichments in the 4 clusters of section E. (**I**) overview of social behavior genes.

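Markers of endothelial cells made up 18 of the 501 genes up-regulated in Del/+ that could be compared with the marker lists (3.59%, 95% interval 2.14% to 5.62%), against 8.18 expected from the 323 markers among 19772 genes, a 2.20-fold enrichment. The p-value of the one-sided exact hypergeometric test was 0.00159 without correction and 0.0175 after Bonferroni correction over the 11 classes, which is above the 0.01 of the Methods. In the down-regulated genes of Del/+, 6 of 333 were endothelial markers, and the shares of the up and down lists did not differ beyond chance (two-sided Fisher's exact test, p = 0.144).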

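The 340 genes up-regulated in Kansl1+/- and the 337 genes down-regulated in Del/+ shared 0 symbols, where 4.44 would be shared by lists drawn independently from 25785 genes (one-sided exact hypergeometric p of so few, 0.0111). The genes down-regulated in Del/+ also shared 0 symbols with clusters 1, 2 and 3. These counts add little on reversals. Of the genes of clusters 1 and 2, 160 and 181 are in the Kansl1+/- list already counted. Of those of cluster 3, only 2 are listed as up-regulated in Kansl1+/-. The other direction, Del/+ up against Kansl1+/- down, was not examined because these lists were not held in full. Few reversals are to be found in such a design even by chance, because the common wt libraries push both comparisons the same way. In simulated unchanged promoters, a call in Del/+ was reversed in Kansl1+/- in 0.00749% of cases with normal statistics and 0.394% with t statistics, which comes to 0.0253 and 1.33 genes for a list of 337.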

Cell-type marker analysis (Fig 6d; see Methods)[26] revealed that up-regulated promoters observed in *Del/+* mostly corresponded to genes expressed in neuronal populations (pyramidal neurons and interneurons). Furthermore, Gene Ontology (GO) analysis revealed that they present significant enrichments for the synapse (*p<7*.*9e-20*), and dendrite compartments (*p<3e-14*) as well as synaptic transmission (*p<9*.*1e-24*) or neurogenesis processes (*p<1*.*3e-22*; S12 and S20 Tables). In contrast, the term oxidoreductase and mitochondrion were found enriched respectively in *Del/+* and *Kansl1/+* down-regulated promoters using DAVID [27] but no other GO significant enrichments were found for *Del/+* (S11 and S19 Tables).

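The markers of 11 cell types, taken by the authors from single-cell RNA-seq of mouse cortex and hippocampus, were counted in the genes up-regulated in Del/+. Markers of CA1/CA2 pyramidal neurons were the most enriched by p-value, with 37 genes (7.39% of the list, 95% interval 5.25% to 10.0%) where 7.30 were expected. The Bonferroni corrected p of the one-sided exact hypergeometric test was 4.77e-15. Pyramidal neurons of the somatosensory cortex and interneurons had 14 markers each, with corrected p of 1.92e-06 and 3.68e-04 from the same exact test. Astrocytes, which are not neurons, had 21 markers against 6.69 expected (exact test, corrected p = 4.55e-05). These 4 classes passed 0.01 after correction, and 5 classes did without correction. Among the genes down-regulated in the same mice, 0 were markers of CA1/CA2 pyramidal neurons, somatosensory pyramidal neurons or interneurons, which for a list of this size allows a share of up to 1.10% by the exact interval. The share of CA1/CA2 markers was therefore higher in the up list than in the down list (two-sided Fisher's exact test, p = 6.81e-09). This comparison does not depend on the background, since both lists were called from the same promoters.

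**Figure D1:**
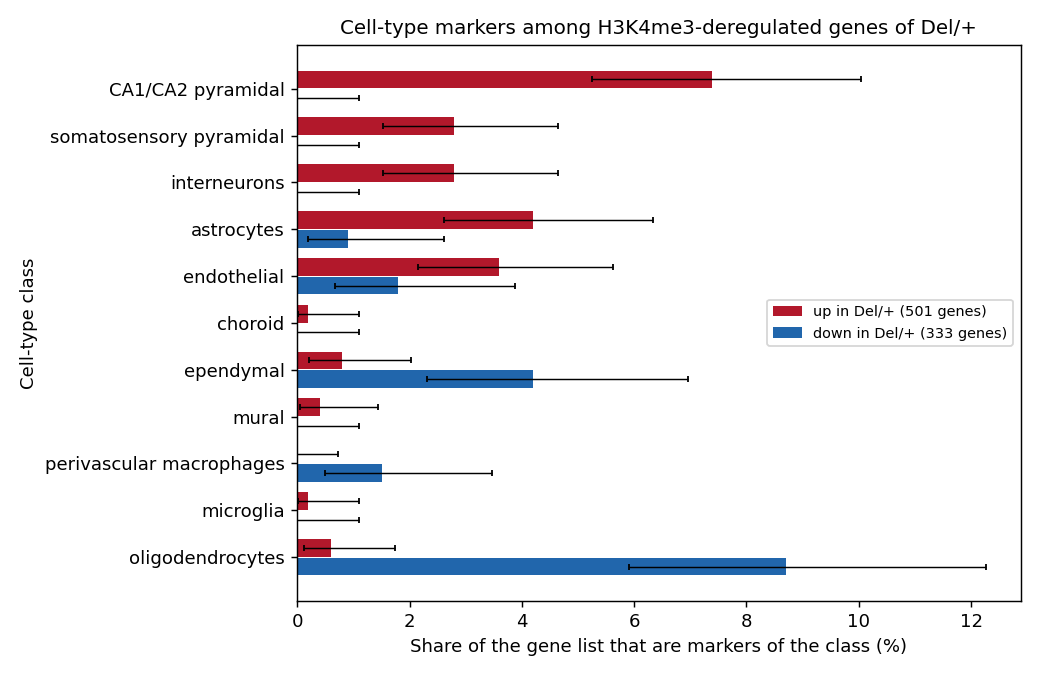
Share of genes up-regulated (red, 501 genes) and down-regulated (blue, 333 genes) in Del/+ that are markers of each of 11 cell-type classes, in percent of the list, with exact 95% intervals as error bars. The red bar is longest for CA1/CA2 pyramidal neurons at 7.39%, and no blue bar stands beside the pyramidal neurons and interneurons.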

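In the genes up-regulated in Del/+, 215 of the 250 listed GO terms had a Bonferroni corrected p below 0.05, and 133 did when only terms with at most 1000 background genes were kept. By the one-sided exact hypergeometric test, the lowest p-values belonged to nervous system development with 142 of 512 genes (corrected p = 4.32e-29), neuron part with 108 (1.35e-27) and neuron projection with 95 (3.62e-27). Synapse held 69 genes, 13.5% of the list (95% interval 10.6% to 16.7%), against 3.23% of the background, and its corrected p was 9.84e-20. Dendrite held 50 genes, a 4.38-fold enrichment with a corrected p of 3.64e-14. Synaptic transmission also held 69 genes, at 5.12-fold with a corrected p of 5.67e-25, and neurogenesis held 109, at 3.09-fold with 1.76e-22. All of these p-values are from the one-sided exact hypergeometric test. Synaptic transmission took 1.75% of the genes down-regulated in Del/+ (6 of 343), a smaller share than in the up list (two-sided Fisher's exact test, p = 1.33e-10).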

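The GO table of the genes down-regulated in Del/+ lists 2 terms. Small molecule metabolic process held 58 of 343 genes (16.9%) and organic acid metabolic process held 34 (9.91%). Their one-sided exact hypergeometric p-values were 8.83e-06 and 9.16e-06, and after Bonferroni correction they were 0.187 and 0.194, so 0 terms passed 0.05. A term for oxidoreductase activity is not listed in any of the 8 GO tables, and the DAVID analysis was not repeated here. In the genes down-regulated in Kansl1+/-, mitochondrion held 69 of 483 genes (14.3%, 95% interval 11.3% to 17.7%) against 7.27% of the background, with a corrected p of 0.00114.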

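Both mutants were compared with the same 6 wt libraries, so a chance value of a wt library moves both comparisons the same way and some calls are shared with no effect at all. This share was estimated by simulating 4000000 unchanged promoters in 3 Del/+, 3 Kansl1+/- and 6 wt libraries. Of the simulated promoters called in Del/+ at p below 0.01, 14.8% also had p below 0.05 with the same direction in Kansl1+/- when normal statistics were used. The share was 20.8% with t statistics, and 2.50% is what separate controls would give. With p below 0.01 asked of both mutants, the shares were 4.38% and 7.71%. From the paper's own promoter counts, which take Kansl1+/- promoters with p below 0.05 (Fig 6e), the shares are 36.6% of the promoters up-regulated in Del/+ and 66.4% of the down-regulated ones.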

Of the 470 promoters up-regulated in *Del/+*, 36% (172) were also up-regulated in *Kansl1*^*+/-*^, whereas the two genotypes shared 67% (211) of genes that were down-regulated (Fig 6e). 

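The authors deposited a GO table for each of 4 clusters, and the sizes implied by the expected numbers were 160, 214, 212 and 162 genes. Every one of the 160 genes of cluster 1, 181 of those of cluster 2 and 2 of those of cluster 3 (Bdnf and Pde4b) were also listed as up-regulated in Kansl1+/-. The clusters were made from the genes up-regulated in either mutant, so these counts describe how they were made and test nothing. Of the 3 clusters held in full, clusters 1 and 2 shared Rara, clusters 1 and 3 shared Bdnf, and clusters 2 and 3 shared Pde4b, 1 gene in each case. Matching symbols through their synonyms left these counts as they were. A gene with more than 1 promoter can be in more than 1 cluster.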

Among all the promoters up-regulated in either of the genetic conditions, we observed 4 distinct clusters of genes (Fig 6f). 

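Cluster 1 was compared with the marker lists through 157 of its genes. Ependymal cells had 12 markers (7.64%, 95% interval 4.01% to 13.0%) where 2.35 were expected, with a Bonferroni corrected p of 4.94e-05. By the same exact test, astrocytes had 11 markers (corrected p = 9.67e-05) and the choroid plexus 5 of its 39 markers (corrected p = 1.51e-04). Mural cells also had 5 markers, from a list of 102, and their p of 0.00133 became 0.0146 after correction over the 11 classes. CA1/CA2 pyramidal neurons had 6 markers against 3.09 expected, with an uncorrected exact p of 0.0904. All of these are one-sided exact hypergeometric tests. Ependymal markers made up 0 of 160 genes in cluster 4, and the difference from cluster 1 was larger than chance (two-sided Fisher's exact test, p = 1.75e-04, or 0.00210 after correction over 12 comparisons). For astrocytes, with 7 markers in cluster 4, the difference was within chance (p = 0.341 by the same exact test).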

For cluster 1, 160 genes enriched in non-neuronal populations (astrocytes, ependymocytes, choroid plexus, mural cells, Fig 6g) are up-regulated in the hippocampus of *Kansl1* heterozygotes but not of *Del/+* mice. Cluster 2 encompassed 214 genes up-regulated in both genetic conditions and enriched in markers of CA1/CA2 pyramidal neurons and astrocytes, while Cluster 3 contained 212 genes enriched in neuronal markers and whose expression was up-regulated to a greater extent in *Del/+*. 

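In cluster 2, 19 of 212 genes were markers of CA1/CA2 pyramidal neurons (8.96%, 95% interval 5.48% to 13.6%), with a corrected p of 4.87e-07 from the one-sided exact hypergeometric test. Astrocytes had 10 markers, a 3.53-fold enrichment with a corrected p of 0.00646, which was no longer below 0.01 under the more conservative EASE count or with correction over all 88 pairs of class and list. In cluster 3, CA1/CA2 pyramidal neurons had 28 markers among 210 genes (13.3%, 9.05% to 18.7%, exact test with corrected p = 1.44e-14) and interneurons had 9 (corrected p = 3.64e-04). Somatosensory pyramidal neurons had 3 markers in each of the 2 clusters and did not pass. The share of CA1/CA2 markers was higher in cluster 3 than in the other 3 clusters together (two-sided Fisher's exact test, p = 0.00583), where cluster 3 was singled out for its share. The degree of up-regulation in each mutant was not analysed here.

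**Figure D2:**
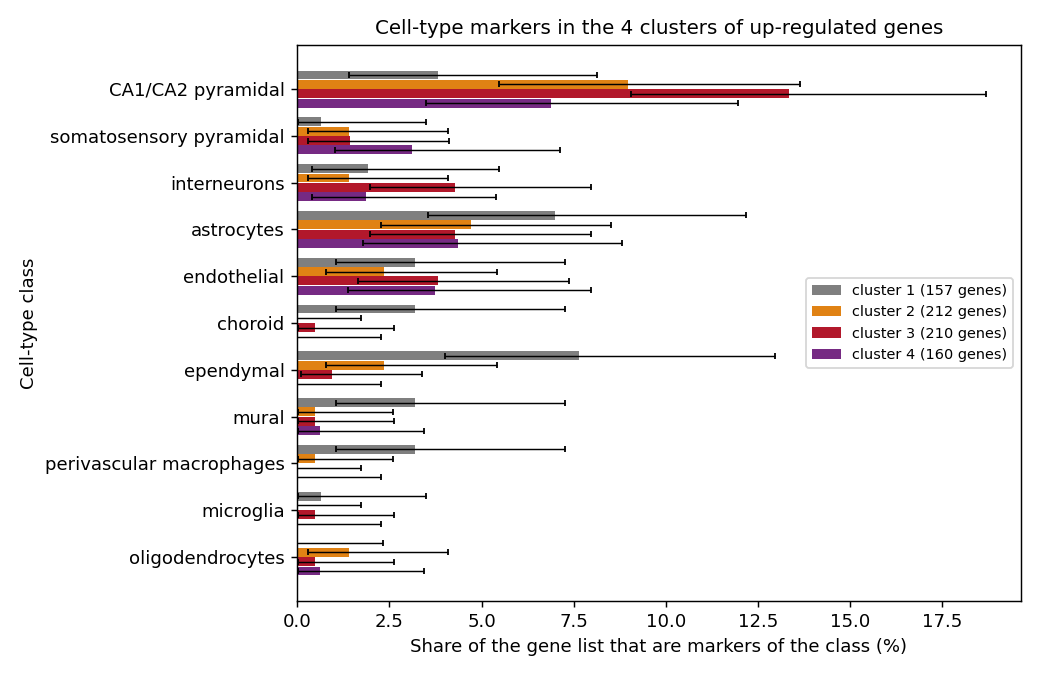
Share of the genes of each cluster that are markers of each cell-type class, in percent of the 157, 212, 210 and 160 genes compared, with exact 95% intervals as error bars. The intervals of cluster 2 and cluster 3 overlap for CA1/CA2 pyramidal neurons, and the ependymal bar of cluster 1 at 7.64% stands above those of the other clusters.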

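Of the genes of cluster 4 compared with the marker lists, 11 were markers of CA1/CA2 pyramidal neurons (6.88%, 95% interval 3.48% to 12.0%). The one-sided exact hypergeometric p was 3.38e-04, or 0.00371 after correction. Somatosensory pyramidal neurons had 5 of their 81 markers in the cluster, a 7.62-fold enrichment with a corrected p of 0.00561. The markers of astrocytes were enriched 3.28-fold with an uncorrected p of 0.00579, which became 0.0637 after correction over the 11 classes. With the EASE count or with correction over 88 pairs, 0 classes of this cluster passed 0.01, and without correction 3 did.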

Finally, we noted that cluster 4 comprised 162 genes upregulated specifically in *Del/+* and expressed in CA1/CA2 pyramidal neurons and astrocytes. Each cluster showed a specific GO enrichment profile (Fig 6h). 

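The number of GO terms with a corrected p below 0.05 was 154 in cluster 1, 76 in cluster 2, 101 in cluster 3 and 72 in cluster 4. By the one-sided exact hypergeometric test, the leading terms of cluster 1 were organ development with 58 of 160 genes (corrected p = 7.25e-11), anatomical structure morphogenesis with 52 and system development with 69. In that cluster, extracellular matrix organization held 20 genes (12.5%, 7.84-fold, exact corrected p = 2.69e-08) and bone morphogenesis 10 (15.6-fold, 1.91e-05), and neither term is listed for the other 3 clusters. Besides nucleosome terms, cluster 2 was led by cell-cell signaling with 36 of 214 genes (exact corrected p = 1.68e-08). Regulation of blood circulation held 16 genes there (4.80e-05) and regulation of behavior 13 (0.00631). Cluster 3 was led by neuron projection with 46 of 212 genes (2.78e-14), neuron part with 51 and nervous system development with 62. Voltage-gated ion channel activity is listed for cluster 4 alone, with 12 of 162 genes (exact corrected p = 1.96e-04). For the terms listed for 1 cluster alone, the counts in the other clusters are not known here, so these terms have not been shown to differ between clusters.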

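Synaptic transmission held 25 genes of cluster 2 (11.7%, 95% interval 7.70% to 16.8%), 27 of cluster 3 (12.7%, 8.56% to 18.0%) and 27 of cluster 4 (16.7%, 11.3% to 23.3%), with corrected p of 1.11e-05, 3.02e-07 and 4.12e-10 from the one-sided exact hypergeometric test. The intervals of the 3 clusters overlap, and the term is not listed for cluster 1. Neurogenesis, in contrast, passed the threshold in all 4 clusters. It held 38 genes of cluster 1 (23.8%), 39 of cluster 2 (18.2%), 50 of cluster 3 (23.6%) and 31 of cluster 4 (19.1%), with corrected p of 2.24e-07, 4.29e-04, 1.70e-10 and 0.00382. Its share in cluster 1 did not differ from that in cluster 4 (two-sided Fisher's exact test, p = 0.343). Somatodendritic compartment held 23, 31 and 24 genes of clusters 2, 3 and 4, and in cluster 2 its corrected p of 0.0240 rose to 0.0851 under the EASE count. Behavior held 19 genes of cluster 3 and 18 of cluster 4.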

Several neuronal processes, including synaptic transmission and neurogenesis were overrepresented GO terms in genes from clusters 2, 3 and 4. 

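In cluster 2, nucleosome held 13 of its 80 background genes, 6.07% of the cluster (95% interval 3.27% to 10.2%) and a 17.8-fold enrichment, with a corrected p of 8.15e-09 from the one-sided exact hypergeometric test. DNA packaging complex, with 13 of 86 genes, had a corrected p of 2.14e-08. DNA packaging held 11 of 180 genes, and its corrected p of 0.0182 rose to 0.135 under the EASE count, which takes 1 gene from the list. The cluster names 18 histone genes, all on chromosome 13 between 21715763 and 23692908 of GRCm38. Hist1h2bl (21715763 to 21716143, minus strand) and Hist1h2ai (21716422 to 21716814, plus strand) start on opposite strands within 1 kb of sequence, as do several other pairs. Counted as loci, the 18 genes are 5 groups when listed genes within 10 kb are joined and 4 when listed genes within 100 kb are. Histone genes have near-identical copies, and how reads were divided between them was not examined.

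**Figure D3:**
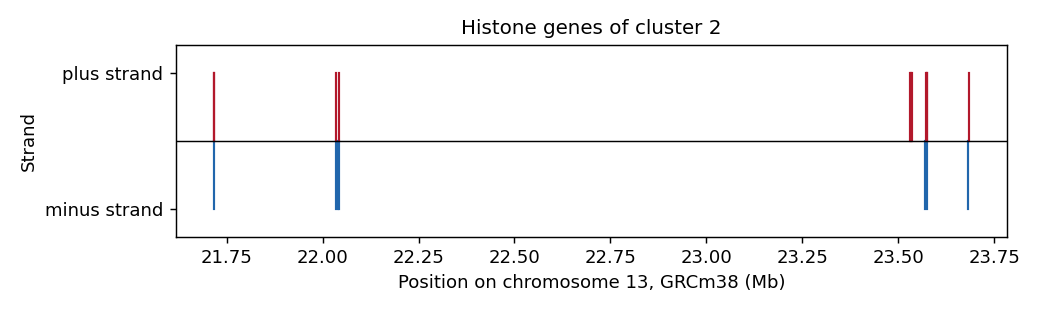
Positions of the 18 histone genes of cluster 2 on chromosome 13 of GRCm38, in Mb, drawn upward in red for the plus strand and downward in blue for the minus strand. The genes fall in 4 groups when those within 100 kb are joined.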

Cluster 2 genes (up in both models) were also enriched in DNA-packaging and nucleosomes (Fig 6h). 

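The GO term social behavior holds 46 background genes. Of these, 8 are listed for the genes up-regulated in Del/+, where 1.00 were expected. The one-sided exact hypergeometric p was 6.12e-06, and after Bonferroni correction over all GO terms it was 0.130. With the Benjamini-Hochberg procedure over the same terms it was at most 5.51e-04, and in the authors' deposited table the Benjamini value is 0.0521. For the genes up-regulated in Kansl1+/-, 3 are named under the same term, Cntnap2, Nr2e1 and Tbx1. Tbx1 (chromosome 16, 18580979 to 18590671 of GRCm38) and Nr2e1 (chromosome 10, 42561963 to 42583632) are both in cluster 2. Cntnap2 (chromosome 6, 45059357 to 47304213) is listed in cluster 1 and in cluster 4.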

In the *Del/+* hippocampi, 8 genes involved in social behavior were up-regulated and only 2 of these, *Tbx1* and *Nr2e1*, were also dysregulated in *Kansl1*^*+/-*^ mice (Fig 6i). These results suggest a dominance of *Del/*+ with respect to *Kansl1* for determining social behavior.

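Social behavior genes made up 1.56% of the genes up-regulated in Del/+ (95% interval 0.677% to 3.06%) and 0.875% of those up-regulated in Kansl1+/- (0.181% to 2.53%). A two-sided Fisher's exact test of the shares, chosen after the values had been seen, gave p = 0.540, but it takes the lists as independent, and all 3 genes of Kansl1+/- are among the 8 of Del/+, so whether the shares differ was not settled. Of the genes down-regulated in either mutant, 0 are named under the term. From the larger number of social behavior genes deregulated in Del/+ and the small part of them shared with Kansl1+/-, the paper proposes that the deletion has more weight than Kansl1 alone in social behavior. The paper also has behavioral evidence apart from these counts. Its Del/+ mice explored other mice for longer than wt in the three-chamber test, and its Kansl1+/- mice did not differ from wt in the social tests.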

### Effects of the *Arf2-Kansl1* dosage on synaptic transmission and synaptic plasticity in hippocampal slices

To explore if genes from the *Arf2-Kansl1* region regulate electrophysiological parameters in mouse neurons as suggested by changes in ChIP-seq profiles, we assessed basal synaptic transmission and synaptic plasticity by measuring field excitatory postsynaptic potentials (fEPSPs) in acute hippocampal slices from *Del/+* and *Dup/+* mice. In *Del/+* mutants, we observed decreased fEPSP slopes in mutant slices, especially in response to higher stimulus strengths (S6 Fig). Mean slopes of fEPSPs invoked by the maximum stimulus strength (4.2 V) were significantly smaller in slices from *Del/+* mice (1.46 ± 0.09 mV/ms) than wt littermates (1.87 ± 0.09 mV; F_(1,13.34)_ = 8.31; *P* = 0.025; two-way nested ANOVA, genotype effect). The mean paired-pulse ratio of slopes of fEPSPs evoked at a 50 ms interpulse interval was also significantly lower in mutant slices (S6 Fig; F_(1, 11.04)_ = 6.506; *P* = 0.027. No significant changes in LTP elicited by theta-burst stimulation were noted in slices from *Del/+* mice (S6c–S6e Fig).

Basal synaptic strength was slightly enhanced in slices from *Dup/+* mice, as fEPSPmax mean slope was nominally higher in slices from *Dup*/+ mice (2.12 ± 0.09 mV/ms) than in slices from wt littermates (1.89 ± 0.09 mV/ms). However, the effect did not reach statistical significance (F_(1,8.67)_ = 3.09; *P* = 0.114; two-way nested ANOVA, genotype effect). Likewise, paired-pulse facilitation (S6 Fig) and LTP were not significantly different in slices from *Dupl*/+ and litter-matched wt mice (S6 Fig).

## Discussion

In this study, we described the first mouse models of Koolen-de Vries syndrome (KdVS) and 17q21.31 microduplication syndrome. *Del/+* mice showed similar phenotypes observed in KdVS patients: higher level of social interaction, lower level of recognition memory, associative learning and memory and brain malformations [3, 5, 15, 28]. We found a single phenotypic similarity between patients carrying the 17q21.31 microduplication and *Dup/+* mice, which is microcephaly that has been reported in 50% of the human individuals with this microduplication [8]. Several SNPs associated with risk for Alzheimer’s disease (AD) were identified near *MAPT* and *KANSL1* in humans and they appeared to be correlated with an overexpression of both genes in different brain regions [29]. This observation was further supported by the description of a familial form of late onset AD due to the microduplication of the 17q21.31 region [30]. Thus it would be important now to follow cognition in ageing cohorts carrying the Dup/+ allele generated here as young individuals analysed in the present study do not shown any cognitive impairment, but rather more some improvement in associative memory.

Overall, the phenotypic comparison observed in the *Del/+* and *Kansl1*^*+/-*^ models confirms the critical importance of *KANSL1* in KdVS[3, 15]. Nevertheless, increased social interaction was not found to be affected in *Kansl1* haploinsufficient mice whereas it is predominant in humans with *KANSL1* mutations [3, 15]. This discrepancy could reflect either different dosage threshold levels in the mouse and human that governs proper social interaction, with the mice needing more change to induce such friendly phenotype. Indeed we have found more genes associated with social behavior misregulated in the *Del/+* brain compared to the *Kansl1* heterozygotes. 

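Other behavior terms were counted in the same up-regulated lists. Adult behavior held 20 genes in Del/+ and 7 in Kansl1+/-, and learning or memory held 21 and 7. Regulation of behavior held 19 genes in both, which is 3.71% of the Del/+ list and 5.54% of the shorter Kansl1+/- list. These differences were not tested, since the lists share genes.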

An educated guess would be that the haploinsufficiency of another gene(s) from the *Arf2-Kansl1* region would contribute to this phenotype in mouse.

The hippocampal epigenetic analysis of 17q21.31 models unraveled several features. Only the mitochondrion term was enriched in the *Kansl1/+* down-regulated genes, a situation partially similar to a recent study where KANSL1 and its partner MOF were observed in mitochondria regulating expression of genes involved in oxidative phosphorylation [31]. 

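In the genes down-regulated in Kansl1+/-, 9 of the 14 listed GO terms had a Bonferroni corrected p below 0.05. Catalytic activity, with 172 genes, had the lowest (7.70e-05), followed by membrane-bounded organelle with 288 (3.99e-04). Mitochondrion came next at 1.96-fold, and the remaining 6 terms were broad cell compartments such as organelle and cytoplasm. No term with at most 1000 background genes passed, the count being 0. The term molecular_function, with 20473 background genes, held 93.4% of the list and 87.2% of the background. Against a background with silent genes, a list of active genes could raise such broad terms, and mitochondrion too. Mitochondrion is not listed for the genes up-regulated in Kansl1+/-, so its shares in the up and down lists were not compared. All p-values are from the one-sided exact hypergeometric test.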

Interestingly the oxidoreductase term was enriched in *Del/+* down-regulated genes. Thus it would be interested to follow mitochondrial activity in the mouse models. Another common set of dysregulated promoters, were largely affecting CA1 neuronal populations and neuronal functioning and includes many genes with long introns. 

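The class that the authors name genes with very long introns (over 0.4 Mb) was counted in each list. It took 42 of the 504 genes up-regulated in Del/+ (8.33%, 95% interval 6.07% to 11.1%), where 11.0 were expected, with a corrected p of 1.24e-12 from the one-sided exact hypergeometric test over the 8 lists. In Kansl1+/- it took 22 of 340 up-regulated genes (exact test, corrected p = 5.68e-05). By cluster and the same exact test, it held 5 genes of cluster 1 (corrected p = 0.902), 19 of cluster 2 (1.51e-08), 16 of cluster 3 (2.70e-06) and 16 of cluster 4 (6.28e-08). Among down-regulated genes it held 1 of 337 in Del/+ and 2 of 478 in Kansl1+/-. The up and down lists differed in Del/+ (two-sided Fisher's exact test, p = 6.27e-09) and in Kansl1+/- (p = 2.86e-07). On GRCm38, all 63 genes of the class in the 8 lists have introns that add up to over 400 kb, and 14 have a single intron of that length.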

Common up-regulated genes also appear to be implicated in DNA-packaging and nucleosomes, possibly reflecting the outcome of the misregulated KANSL1 activity. 

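Nucleosome was also among the terms of the full list of genes up-regulated in Kansl1+/-, with 14 genes (12.0-fold, corrected p = 2.08e-07 from the one-sided exact hypergeometric test). That list names the same number of histone genes as cluster 2. The term is not listed for the genes up-regulated in Del/+, where 1.75 were expected, nor for those down-regulated in either mutant. Its count in Del/+ up was therefore too low for the listing limit of p below 1e-05, and its exact value is not known. Nucleosome enrichment was thus seen in Kansl1+/- up and in cluster 2, and not in the Del/+ up list as a whole.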

Interestingly, several genes (*Adcyap1*, *Cntnap2*, *Grid1*, *Nrxn1*, *Nrxn3*, *Ucn*, *Tbx1*, *and Nr2e1*), that are associated with disorders [32, 33], stress response [34], social behaviors [35–37] or autism spectrum disorders [38–42], are up-regulated specifically in the hippocampus of *Del/+* mice. Deregulation of these genes may be a molecular underpinning of the friendly/amiable affect of 17q21.31 deletion patients. 

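Grid1 (chromosome 14, 34820108 to 35583379 of GRCm38) and Adcyap1 (chromosome 17, 93199017 to 93206537) are listed in cluster 4 and in no list of Kansl1+/-. Nrxn3 (chromosome 12, 88722876 to 90334935) is not in any Kansl1+/- list either, and its chromosome was not held for cluster 4. The introns of Grid1, Nrxn3 and Cntnap2 add up to 758, 1604 and 2234 kb, and Ucn is 0.767 kb long.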

Expression of the majority of those genes (except for *Txb1* and *Nr2e1*) was not altered in *Kansl1*^*+/-*^ mice. 

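Ucn (chromosome 5, 31138063 to 31138829 of GRCm38) is listed as up-regulated in Del/+ and belongs to cluster 3, and Adcyap1 belongs to cluster 4. Chd1l lies on chromosome 3 from 97560742 to 97610203. It is not among the 337 genes listed as down-regulated in Del/+, a list held in full, and no other of the 8 lists names it. Crhr1, which encodes a corticotropin-releasing hormone receptor and lies in the deletion, is listed as down-regulated.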

We also emphasize that two overexpressed genes, *Ucn* and *Adcyap1*, and one underexpressed gene, *Chd1l*, found deregulated in *Del/+* mice are linked to corticotropin release and are associated with stress response. Those genes may be relevant for the overly friendly social phenotypes observed in 17q21.31 deletion carriers.

Electrophysiological experiments confirmed that dosage of one or several genes within the 17q21.31 syntenic region affects basal synaptic transmission and short-term plasticity of excitatory synapses in the hippocampus. Noted disturbances in the expression level of several genes could contribute to this impairment. For example, dysregulation of *Cntnap2* could affect migration of interneurons [37] and inhibitory synaptic function [43], which could, in turn, alter excitatory synaptic responses. Other gene affected by 17q21.31 mutations is Nrxn1 that shapes the balance between excitatory and inhibitory synaptic activity [44, 45]. Such a defect at the expression level may account for the change in synaptic strength and impaired learning and memory.

In conclusion, this study confirms a previously hypothesized role of *KANSL1* in the manifestation of KdVS phenotypes and extends substantially our knowledge about biological processes affected by these mutations. With these new genetic tools, we can explore the function of these genes and dissect further the pathophysiological mechanisms to eventually inform potential therapeutic avenues.

## Methods

### Ethical statement and mouse lines

The 17p21.31 mutant mice carrying the deletion of the *Arf2–Kansl1* region (noted *Del/+*), or the reciproqual duplication (noted *Dup/+*), were generated on the C57BL/6N genetic background (see Supplementary information). The *Kansl1*^*+/-*^ mutant mice were derived in a C57BL/6N genetic background from the unique IKMP ES cell clone HEPD0766_8_G02. *Kansl1*^*tm1b(EUCOMM)Hmgu*^[46] animals were obtained by breeding *Kansl1*^*tm1a(EUCOMM)Hmgu/+*^ mice with animals expressing the Cre recombinase[47] to generate the *Kansl1*^*tm1b(EUCOMM)Hmgu/+*^ (noted here *Kansl1*^*+/-*^). The local ethics committee, Com’Eth (n°17), approved all mouse experimental procedures, under the accreditation number 2012–069.

### Behavioral analysis

Behavioral studies were conducted in 12-20-week old animals. All assessments were scored blind to the genotype as recommended by the ARRIVE guidelines[48, 49]. All the experimental procedures for behavioral assessments have been described[50, 51] and are detailed in the supplementary information.

### Craniofacial and image acquisition

Craniofacial phenotyping is described in the supplementary data. Magnetic resonance imaging (MRI) was used to identify alterations of brain regions in 17q21.31-homologous CNV mice (8 *Del/+*, 10 wt, 11 *Del/Dup*, and 8 *Dup/+* mice). MRI scans were acquired from 41 male mice at 43 weeks of age with specimens prepared as described[52] and detailed with the image processing in the supplementary information.

### Hippocampal slice electrophysiology

Acute hippocampal slices were used to record field excitatory post synaptic potentials (fEPSPs), by using an electrophysiological suite of 8 MEA60 set-ups consisting of a MEA1060-BC pre-amplifier and a filter amplifier (gain 550×) (Multi Channel Systems, Reutlingen, Germany) as described[50, 53]. All experiments were performed using two-pathway stimulation of the Schaffer collateral/commissural fibers in the CA1 area of 350-μm thick hippocampal slices (see supplementary information).

### ChIP-seq

Adult hippocampi from *Del/+*, *Kansl1*^+/-^ and wt mice were dissected and snap-frozen in liquid nitrogen. Tissue samples were ground in a liquid-nitrogen chilled mortar and the resulting powder was used for ChIP. Chipping for H3K4me3 (Diagenode A5051-001P) was performed as in (www.blueprint-epigenome.eu/UserFiles/file/Protocols/Histone_ChIP_July2014.pdf). Libraries were synthetized with KAPA Hyper prep kit (KK8504) following the manufacturer’s instructions. The libraries were pooled (4/lane) and sequenced on the illumina HiSeq. Libraries were mapped with BWA (0.6.2). Peaks were called with a custom C++ script and DEseq2 (R+) was used to perform statistical comparisons. Data are deposited in GEO under accession GSE80311. All enrichment analyses are made from standard hypergeometric tests with Benjamini or Bonferroni correction. GO annotations are updated to 25/6/2015.

### Cell-types enrichments

ChIP-seq data and ChIP-seq supplementary tables were deposited in GEO and available at the link https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=cnavacaedzgztgz&acc=GSE80311. Cell-types enrichments are based on the single-cell RNAseq data from Amit Zeisel et al., 2015, “cell types in the mouse cortex and hippocampus revealed by single-cell rna-seq” [26]. In this work, single-cell RNAseq was used to measure trascriptomes of >3000 single cells, allowing to define the markers of 11 different cell types in adult (P21-P30) hippocampus and somatosensory cortex. Given that also our ChIP-seq is done on adult (P30) hippocampus, single-cell RNAseq data from Zeisel et al. becomes a highly valuable resource to gain insight at the cell type level. Here we performed standard hypergeometric tests with bonferroni correction against the cell-type markers derived from data of Zeisel et al. in order to evaluate the abundance of specific markers in deregulated gene sets. A significant enrichment (p<0.01) means that a high amount of markers of a specific cell type is found in *Kansl1*^*+/-*^ or *Del/+* deregulated genes, suggesting that the latter cell type should be particularly affected. The complete statistical data and the lists of markers found in de-regulated genes are fully available in S5 to S20 Tables.

### Statistical analyses for behavior and electrophysiology

All acquired behavioral data were analyzed using a one-way ANOVA analysis with a *post-hoc* Tukey’s test, when applicable, non-parametric Kruskal-Wallis test or Mann-Whitney *U* test using the Sigma Plot software (Ritme, France). The Pearson’s chi-squared test was used for mutant allele transmission. Data are represented as the mean ± s.e.m. and differences were considered to be significant if *P* < 0.05. When comparing freezing levels between wt, *Del/+*, and *Dup/+* animals over different time points during extinction we used the two-Way ANOVA Repeated Measures statistical test followed by Holm-Sidak post-hoc tests to evaluate for interactions between the groups. Otherwise, when comparing wt data with those obtained from respective *Del/+* or *Dup/+* animals for a single time point, we used Student’s t-test. When data did not follow a normal distribution, we used the Mann-Whitney rank-based statistical test.

In electrophysiological experiments input-output relationships were compared initially by a mixed model repeated-measures ANOVA and Bonferroni *post hoc* test implemented in Prism 5 (GraphPad Software, San Diego, USA) using individual slice data as independent observations. Since several slices were routinely recorded from every mouse, fEPSPmax, PPF and LTP values between wt and mutant mice were compared using two-way nested ANOVA design with genotype (group) and mice (sub-group) as fixed and random factors respectively (STATISTICA v.10, StatSoft, USA). DF error was computed using the Satterthwaite’s method and main genotype effect was considered significant if *P* < 0.05. Graph plots and normalization were performed using OriginPro 8.5 (OriginLab, Northampton, USA). Electrophysiological data are presented as the mean ± s.e.m. with *n* and *N* indicating number of slices and mice respectively.

## Supporting information

S1 Appendix Detailed materials and methods with additional references for supporting figures. (DOCX) Click here for additional data file.

S1 Fig Spontaneous locomotor activity and feeding behavior of the *Del-Dup* cohort during the circadian activity test. Patterns of locomotor activity (**A**) and vertical activity (**B**) during the 32-hours of test. (**C-D**) Feeding behaviors. Water (**C**) and pellet (**D**) consumption during the 32-hours of testing. (**E**) Pellets lost by animals which passed through the holed ground. *Del/+*, *Dup/+*, and *Del/Dup* animals showed normal pattern of activity and consumption during the test. Data are represented as the mean + s.e.m..
(TIF) Click here for additional data file.

S2 Fig Locomotor coordination and muscular capacities of the *Del-Dup* cohort. (**A-B**) Training phase of the rotarod test. (**A**) Results are expressed as the time (s) that mice remained on an accelerating rod (4–40 rpm over 5 min) before falling. (**B**) Corresponding rotational velocity (rpm) at the time of falling. (**C**) Challenge phase of the rotarod test. The graph plots the time (s) that mice stayed on the rod when tested at constant speeds between 4 and 40 rpm. (**D**) Four-paw grip test. We did not detect locomotor coordination or muscular defects in the mutant mice. Graphs depict mean + s.e.m..
(TIF) Click here for additional data file.

S3 Fig Spatial learning and memory performances of the *Del-Dup* cohort in the Morris water maze (MWM) test. (**A-B**) Acquisition phase. (**A**) Distance travelled (m) to find the platform along acquisition (A1 –A6) and reversal (Cued1) sessions. (**B**) Corresponding latency (s) to find the platform. (**C-D**) Removal phase. Mice were scored for the percentage of time spent in the different quadrant of the MWM (**C**) and the annulus crossing counts (**D**) during one single trial where the platform was removed. *Del/+*, *Dup/+*, and *Del/Dup* animals do not show any learning and memory defects in the MWM test. All graphs depict mean + s.e.m..
(TIF) Click here for additional data file.

S4 Fig Social behaviors of the *Del-Dup* cohort. (A-D) Three-chamber test. (**A, C**) Social interest session. (**B, D**) Social discrimination session. (**A-B**) Time (s) in chambers during the social interest session (**A**) in which restrictive area of chamber 1 contains an unfamiliar mouse and during the social discrimination session (**B**) where chamber 1 and 2 restrictive areas contain respectively familiar and unfamiliar mice. (**C-D**) Corresponding time (s) spent to explore restrictive areas. Compared to wt littermates, *Del/+* animals spent more time to interact with the stranger mouse during the social interest session. All genotypes show similar social discrimination capacities. (**E-G**) Social interaction test. Latency to first contact (**E**), sniffing time (**F**) and following time (**G**) (s) of 2 animals of similar genotype from different house cages putting together in an open-field during 10 min. All graphs depict mean + s.e.m.. Tukey's test following a significant one-way ANOVA. *P < 0.05 vs wt.
(TIF) Click here for additional data file.

S5 Fig Craniofacial analysis of the *Del-Dup* cohort. **(A)** Representative reconstructed 3D skull images with localisation of the 39 landmarks used in the study. Euclidian distances between the different landmarks allowed calculation of both the form (or size) difference (FD) and the shape difference (SD). Analysis revealed no defect of skull size in *Del/+* **(B)** and *Dup/+* **(D)** animals. Trends for skull shape alteration of *Del/+* **(C)** and *Dup/+* **(E)** mice were noticed. **(F)** Principal component analysis based on the 39 landmarks and symmetric component captured in the study using the MorphoJ software. The analysis allowed to segregate the 3 genotypes based on 3 main component PC1, PC2 and PC3 that affect the skull shape as showed by wireframe graphs with the shape of wt control in light blue and the shape associated with the component in dark blue. Landmarks are showed in red.
(TIF) Click here for additional data file.

S6 Fig Effect of the *Arf2-Kansl1* dosage on electrophysiological parameters measured in the CA1 area of hippocampal slices. **(A–B)** Basal synaptic transmission. **(A)** Input-output relationships illustrate averaged fEPSP slopes in slices from *Del/+* (*n* = 28; *N* = 9) and wt mice (*n* = 33; *N* = 8) in response to stimulation of Schäffer collaterals by biphasic voltage pulses of 0.1–4.2 V. Representative families of fEPSP traces are given on the right side. Synaptic responses were significantly lower in *Del/+* mice (F_(9, 531)_ = 7.59; *P* < 0.0001). Mean slopes of fEPSPs invoked by the maximum stimulus strength (4.2 V) were significantly smaller in slices from *Del/+* mice (1.46 ± 0.09 mV/ms) than wt littermates (1.87 ± 0.09 mV; F_(1,13.34)_ = 8.31; *P* = 0.025; two-way nested ANOVA, genotype effect). **(B)** Input-output relationships illustrate averaged fEPSP slopes in slices from *Dup/+* (*n* = 27; *N* = 9) and wt mice (*n* = 27; *N* = 10). Basal synaptic transmission was nominally enhanced in *Dup/+* mice: fEPSPmax mean slope was nominally higher in slices from *Dup*/+ mice (2.12 ± 0.09 mV/ms) than in slices from wt littermates (1.89 ± 0.09 mV/ms) but, the effect was not statistically significant (F_(1,8.67)_ = 3.09; *P* = 0.114; two-way nested ANOVA, genotype effect). **(C–D)** Paired-pulse facilitation. **(C)** Paired-pulse facilitation was slightly but significantly lower in *Del/+* animals (*n* = 28; *N* = 9) than in wt littermates (*n* = 33; *N* = 8; F_(1, 11.04)_ = 6.506; *P* = 0.027). Representative fEPSP sweeps are presented on the right side. **(D)** Paired-pulse facilitation was nominally higher in *Dup/+* animals (*n* = 27; *N* = 9) than wt littermates (*n* = 27; *N* = 10), but the effect did not reach statistical significance (F_(1, 4.92)_ = 5.402; *P* = 0.069). **(E–F)** Theta-burst stimulation elicited pathway-specific long-term potentiation (LTP) of synaptic transmission in hippocampal CA1 area. **(E)** Normalized magnitude of LTP 60–65 min after LTP induction was similar in *Del/+* mice (163 ± 4%; *n* = 27; *N* = 9; *P* = 0.88) and in their wt counterparts (165 ± 8%; *n* = 33; *N* = 8). Examples of test pathway fEPSP traces immediately before and 1 h after theta-burst stimulation are given on the right side. **(F)** Normalized magnitude of LTP 60–65 min after LTP induction did not differ in *Dup/+* mice (166 ± 7%; *n* = 27; *N* = 9; *P* = 0.29) relatively to their wt counterparts (154 ± 6%; *n* = 26; *N* = 10). Data are expressed as the mean ± s.e.m.
(TIF) Click here for additional data file.

S7 Fig Spontaneous locomotor activity and feeding behavior of the *Kansl1*^*+/-*^ cohort during the circadian activity test. Patterns of locomotor activity (**A**) and vertical activity (**B**) during the 32-hours of test. (**C-D**) Feeding behaviors. Water (**C**) and pellet (**D**) consumption during the 32-hours of testing. (**E**) Pellets lost by animals which passed through the holed ground. Data are represented as the mean + s.e.m..
(TIF) Click here for additional data file.

S8 Fig Social behaviors of the *Kansl1*^*+/-*^ cohort. (**A-D**) Three-chamber test. (**A, C**) Social interest session. (**B, D**) Social discrimination session. (**A-B**) Time (s) in chambers during the social interest session (**A**) in which restrictive area of chamber 1 contains an unfamiliar mouse and during the social discrimination session (**B**) where chamber 1 and 2 restrictive areas contain respectively familiar and unfamiliar mice. (**C-D**) Corresponding time (s) spent to explore restrictive areas. Compared to wt littermates, *Del/+* animals spent more time to interact with the stranger mouse during the social interest session. All genotypes show similar social discrimination capacities. (**E-G**) Social interaction test. Latency to first contact (**E**), sniffing time (**F**) and following time (**G**) (s) of 2 animals of similar genotype from different house cages putting together in an open-field during 10 min. The conclusion of the social behavior tests is that *Kansl1*^*+/-*^ animals do not show social alterations. All graphs depict mean + s.e.m..
(TIF) Click here for additional data file.

S1 Table Activity and anxiety characterization of the *Del-Dup* cohort. In the circadian activity test, both Del/+ and Dup/+ animals showed global vertical hypoactivity. *Del/+* mice showed locomotor hypoactivity during dark and light phases and rearing hypoactivity during the light phase. *Dup/+* mice showed rearing hypoactivity during habituation phase. No alteration of feeding behavior was noticed during the test. During open field sessions, *Del/+* and *Dup/+* mice showed respectively trends rearing hyperactivity and hypoactivity. No phenotype was observed in the elevated plus maze test. No difference in activity and anxiety was observed between *Del/Dup* mice and wt littermates. Data are mean ± SEM.
(DOCX) Click here for additional data file.

S2 Table Behavioral characterization of the *Del-Dup* cohort. No phenotype was observed in the Y maze test. Object recognition memory of mice was assessed with a retention delay of 3 h. In the first session (S1) of test, no difference in object exploration was noticed. In the retention session (S2), *Del/+* mice showed recognition memory deficits. In the Morris water maze, no difference of spatial learning and memory was observed between the different genotypes. Mutant mice and wild-type littermates travelled the same distance and needed the same time to find the platform from first day to sixth day (D6) of acquisition. In the probe test (PT) on day 7, when the platform is removed, all mice spent a similar percentage of time in the target quadrant. In the fear conditioning test, all genotypes displayed similar level of activity in the conditioning session before footshock. Post-choc freezing was decreased in *Del/+* and *Del/Dup* mice without significance. In the 6-min contextual session, *Dup/+* animals showed a global higher freezing without significance. In cue sessions, *Del/+* and *Dup/+* mice displayed respectively lower and higher level of freezing in comparison with wt littermates. In the three-chamber sociability test, *Del/+* mice showed an increased level of social interaction with the first stranger in first session (S1). *Del/+* mice also presented trends for higher level of social interaction with the first stranger and the second stranger in the second session (S2). No alteration of social preference was found between genotypes. In the social interaction test, *Del/+* animals displayed trends for shorter first contact latency and higher level of social interaction whereas *Dup/+* mice displayed trends for longer first contact latency and lower level of social interaction in comparison with wt littermates. No phenotype was observed in rotarod and grip tests. *Del/Dup* mice showed similar performances than wt littermates. Data are mean ± SEM.
(DOCX) Click here for additional data file.

S3 Table Comparison of the absolute volumes of 83 brain structures observed in mutant *Del/+* and *Dup/+* animals with wt littermates by magnetic resonance imaging. (DOCX) Click here for additional data file.

S4 Table Behavioral characterization of *Kansl1*^+/-^ cohorts. In the circadian activity test, *Kansl1*^*+/-*^ mice showed locomotion hypoactivity in dark and light phases. No alteration of feeding behavior was noticed during the test. During open field sessions, *Kansl1*^*+/-*^ animals showed rearing hyperactivity. Observation of repetitive behaviors in odorless home-cages revealed decreased level of digging and increased level of rearing in *Kansl1*^*+/-*^ mice in comparison with wt littermates. Object recognition memory of mice was assessed with a retention delay of 3 h. In the first session (S1) of test, no difference in object exploration was noticed. In the retention session (S2), *Kansl1*^*+/-*^ mice showed potent recognition memory deficits. In the fear conditioning test, no difference of activity in the conditioning session before footshock was observed between *Kansl1*^*+/-*^ mice and wt littermates. In the 6-min contextual session, *Kansl1*^*+/-*^ mice showed a reduced level of freezing. In cue sessions, *Kansl1*^*+/-*^ mice also showed reduced level of freezing with significant statistical difference during the second cue. During the rotarod test, *Kansl1*^*+/-*^ mice displayed an important improvement of motor coordination from the first day (D1) to the third day (D3) of test. No phenotype was observed in the grip test. Data are mean ± SEM.
(DOCX) Click here for additional data file.

S5 Table Cluster1 GO enrichments. (TXT) Click here for additional data file.

S6 Table Cluster2 GO enrichments. (TXT) Click here for additional data file.

S7 Table Cluster3 GO enrichments. (TXT) Click here for additional data file.

S8 Table Cluster4 GO enrichments. (TXT) Click here for additional data file.

S9 Table *Kansl1*^*+/-*^ DOWN-reg GO enrichments. (TXT) Click here for additional data file.

S10 Table *Kansl1*^*+/-*^ UP-reg GO enrichments. (TXT) Click here for additional data file.

S11 Table *Del/+* DOWN-reg GO enrichments. (TXT) Click here for additional data file.

S12 Table *Del/+* UP-reg GO enrichments. (TXT) Click here for additional data file.

S13 Table Cluster1 other enrichments (cell-types, chromosomes, gene features,…). (XLSX) Click here for additional data file.

S14 Table Cluster2 other enrichments (cell-types, chromosomes, gene features,…). (XLSX) Click here for additional data file.

S15 Table Cluster3 other enrichments (cell-types, chromosomes, gene features,…). (XLSX) Click here for additional data file.

S16 Table Cluster4 other enrichments (cell-types, chromosomes, gene features,…). (XLSX) Click here for additional data file.

S17 Table *Kansl1*^*+/—*^DOWN-reg other enrichments (cell-types, chromosomes, gene features, …). (XLSX) Click here for additional data file.

S18 Table *Kansl1*^*+/-*^ UP-reg other enrichments (cell-types, chromosomes, gene features, …). (XLSX) Click here for additional data file.

S19 Table *Del/+* DOWN-reg other enrichments (cell-types, chromosomes, gene features, …). (XLSX) Click here for additional data file.

S20 Table *Del/+* UP-reg other enrichments (cell-types, chromosomes, gene features, …). (XLSX) Click here for additional data file.

# Supplementary material for: Mouse models of 17q21.31 microdeletion and microduplication syndromes highlight the importance of Kansl1 for cognition
**Source:** PLoS Genet. 2017 Jul 13;13(7):e1006886. doi: 10.1371/journal.pgen.1006886
**Supplement:** S1 Appendix

## S1 Appendix . Detailed Materials and Methods

## Ethical statement and generation of mice carrying rearrangements of the *Arf2-Kansl1* genetic interval

All experiments were performed in accordance with the Directive of the European Parliament: 2010/63/EU, revising/replacing Directive 86/609/EEC and with French Law (Decret n° 2013-118 01 and its supporting annexes entered into legislation 01February 2013) relative to the protection of animals used in scientific experimentation. YH was the principal investigator of this study (accreditation 67-369) in our animal facility (Agreement C67-218-40). The mouse lines are available through the INFRAFRONTIER/European Mouse Mutant Archive (EM:06133 and EM:06134) or the International Mouse Phenotyping Consortium ([www.mousephenotype.org](http://www.mousephenotype.org)) for *Kansl1*.

To generate mouse models of the 17q21.31 rearrangements, we introduced LoxP sites flanking the syntenic region located on chromosome 11E1 **(**Fig. 1a). Mutant mice were obtained by using an *in vivo* TAMERE strategy [1, 2]. LoxP sites were first introduced by homologous recombination in C57BL/6N (B6N) embryonic stem cells at *Sult1a1* and *Spn* loci in the same orientation and the corresponding mouse line were generated. Selection cassettes were excised and mice were crossed with *Hprt<tm1(cre)Mnn>* mice [3], expressing the Cre recombinase under the control of the X-linked hypoxanthine guanine phosphoribosyl transferase gene promoter active in oocytes. Females born from this mating and bearing both the *Hprt<tm1(cre)Mnn>* transgene and loxP sites in a trans configuration were mated with wt B6N males (Supp Fig. 1B). We recovered mice carrying the deletion (*Del/+*) and the duplication (*Dup/+*) for the *Arf2-Kansl1* region with a recombination frequency of respectively 11 and 7 animals out of 140 newborns. Deletion of the *Arf2–Kansl1* region was identified by PCR using primers Fwd1 (5’-TCCTAACCCACGGGTCAGCCTA-3’) and Rev2 (5’-GCCCATACGGATGTTTCCTTCCAA-3’). Duplication of the same region was identified using primers Fwd2 (5’- CACCACGGGAGCAAGCAACTGAG-3’) and Rev1 (5’-CCAGCCCACTCAGACTTTCCAGAAT-3’). The wt allele was identified using Fwd1 and Rev1 primers. PCR reactions amplified specific products from deletion, duplications and wt alleles of 448 bp, 653 bp and 341 bp, respectively (Fig. 1C). All mice were genotyped by PCR using the following program: 95 °C /5 min; 35× (95 °C/30 s, 65 °C/30 s, 70 °C/1 min), 70 °C/5 min.

Deletion of the targeted exon in *Kansl1^tm1a(EUCOMM)Hmgu/+^* was identified using primers FwdRi1F (5’-GCACATGGCTGAATATCGACGGT-3’) and RwdLxr (5’-ACTGATGGCGAGCTCAGACCATAAC-3’) to generate the *Kansl1^tm1b(EUCOMM)Hmgu/+^*. PCR reactions produced a 471 bp amplicon using the following program: 95 °C /4 min; 35x (94 °C/30 s, 62 °C/30 s, 72 °C/1 min), 72 °C/7 min.

## Behavioral analysis

To characterize the mice carrying both the deletion and the duplication, we crossed *Del/+* with *Dup/+* animals. We used the *Del/Dup* as pseudo-disomic mice to investigate effects that are not dependent on the copy number of the region but could be generated by the impact of the rearrangement on the transcription of neighbouring genes. We generated experimental animal cohorts by selecting mice from litters containing a minimum of two male pups.

To study behaviour of animals, we crossed *Del/+* with *Dup/+* animals and generated two *Del-Dup* cohorts of males with in total 18 *Del/+*, 24 wt, 11 *Del/Dup*, and 11 *Dup/+* animals. After weaning, animals were sorted by litters into 39 x 20 x 16 cm cages (Green Line, Techniplast, Italy) where they had free access to water and food (D04 chow diet, Safe, Augy, France). The temperature was maintained at 23±1 °C, and the light cycle was controlled as 12 h light and 12 h dark (lights on at 7 am). Mice were transferred from the animal housing facility to the phenotyping area at 10 weeks of age. On testing days, animals were transferred to the antechambers of the experimental room 30 min before the start of the experiment. All experiments were performed between 8:00 AM and 2:00 PM. A resting period of 2 days to 1 week was used between two consecutive tests. The body weights of animals were recorded once a week (on the same day and at the same time) from the age of 12 weeks until the day of euthanasia.

Animals at the same age passed through the same behavioural pipeline and data were pooled. Tests were administered in the following order: open field (13 weeks), novel object recognition with a 3 hour delay (14 weeks), three-chamber test (15 weeks), Morris water maze (16-17 weeks), social interaction (18 weeks), rotarod (19 weeks), grip test (19 weeks), and fear conditioning (20 weeks).

To study the behavior of *Kansl1*^+/-^ mice, we generated two cohorts. The first cohort comprised 8 *Kansl1^+/-^* and 10 wt animals. Tests were administered in the following order: circadian activity (13 weeks), elevated plus maze (14 weeks), open field (15 weeks), novel object recognition with a 3 hour delay (15 weeks), repetitive behaviors (16 weeks), rotarod (18 weeks), grip test (18 weeks), and fear conditioning (19 weeks). Body weights of animals were recorded at 15, 17 and 19 weeks of age. The second cohort comprised 9 *Kansl1^+/-^* and 12 wt mice and was devoted to the three-chamber test (15 weeks) and social interaction test (17 weeks).

Circadian activity (AC) was measured to assess spontaneous activity and feeding behaviour over the complete light/dark cycle. Testing was performed in individual cages (11 x 21 x 18 cm^3^) fitted with infrared captors linked to an electronic interface (Imetronic, France) that provided automated measures of position and locomotor activity. Mice were put into cages at 11 am on the first day and removed on the next day at 7 pm. The light cycle was controlled as 12 h light and 12 h dark (lights on at 7 am). The 32 hours of testing were divided into three different phases: the habituation phase (from 11 am to 7 pm on the first day); the night/dark phase (from 7 pm on the first day to 7 am on the second day); and the day/light phase (from 7 am to 7 pm on the second day). Feeding behavior was evaluated using an automated lickometer and a 20 mg pellet feeder (Test Diet, Hoffman La-Roche).

Open-field was used to evaluate exploration behaviour. Mice were tested in automated open fields (44.3 x 44.3 x 16.8 cm) made of PVC with transparent walls and a black floor, and covered with translucent PVC (Panlab, Barcelona, Spain). The open field arena was divided into central and peripheral regions and was homogeneously illuminated at 150 Lux. Each mouse was placed on the periphery of the open field and allowed to explore the apparatus freely for 30 min. The distance travelled, the number of rears and time spent in the central and peripheral parts of the arena were recorded over the test session.

Anxiety and activity of mice were evaluated with the elevated plus maze. The apparatus consists of two opposed open arms (30 x 5 cm) crossed by two enclosed arms (30 x 5 x 15 cm), and elevated 66 cm from the floor. The light intensity at the extremity of the open arms was kept at 50 Lux. Each mouse was tested for 5 min after being placed in the central platform and allowed to explore freely the apparatus. The number of entries and time spent in the open arms were used as an anxiety index. Closed arm entries and rears in the closed arms were used as measures of general motor activity.

For studying repetitive behaviour, mice were put individually into dimly lit (60 Lux) clean home-cages without pellets or water bottle. The occurrence of repetitive behaviours (rearing, jumping, climbing, digging, grooming) was observed for 10 min and scored using an ethological keyboard (Viewpoint, Labwatcher, France).

Sensorimotor coordination and balance were assessed with the rotarod test. The apparatus (Biosed, France) is a rotating bar of 5 cm diameter (hard plastic materiel covered by grey rubber foam) on which mice are placed facing the direction of rotation. Animals were ﬁrst habituated to stay on the rod for 30 seconds at a constant speed of 4 rotations per minute (rpm). This was followed by 3 training days with 4 trials per day. Mice were placed on an accelerating rod increasing from 4 rpm to 40 rpm in a 5 min period. The test was stopped when mice fell down from the rod or when they made more than one passive rotation. The latency to fall and the maximal speed before falling was recorded.

The muscular strength was evaluated with the grip strength. Mice were first weighed and tested with a handy force gauge (Bioseb, France). Animals were placed on the instrument grid and pulled by the tail until letting go. The force (g) was related to animal weight (g).

The Y-maze test was used to evaluate short-term working memory. This test is based on the innate preference of animals to explore an arm that has not been previously explored, a behavior that, if occurring with a frequency greater than 50%, is called spontaneous alternation. In this test, we used a Y-shaped maze with three white, opaque plexiglass arms of equivalent length forming a 120° angle with each other. The arms have walls with specific motifs to distinguish from each other. After introduction at the center of the maze illuminated at 60 Lux, animals were allowed to explore freely the three arms for 6 minutes. The number of arm entries and the number of triads were recorded to calculate the percentage of alternation.

The novel object recognition (NOR) memory is based on the innate preference of rodents to explore novelty. On the first day, mice were habituated to the arena for 30 min at 60 Lux. On the following day, animals were submitted to the first 10-min acquisition trial during which they were individually placed in the presence of object A (marble or die) placed 10 cm away from one of the box corners. The exploration time of object A (when the animal’s snout was directed towards the object at a distance ≤1 cm) was recorded. A 10-min retention trial (choice trial) was conducted 30 min, 3 h or 24 h later. The familiar object (object A) and the novel object (object B) were placed at a distance 10 cm from two open field corners (the distance between the two objects was approximately 20 cm) and the exploration time of these two objects was recorded. A discrimination index was defined as (*t*_B_/(*t*_A_ + *t*_B_)) × 100. All mice that did not explore the first object for more than 3 seconds during the acquisition trial were excluded from the analysis.

The Morris water maze paradigm was used to evaluate spatial learning and memory of mice. The protocol is adapted from the already established protocol [4]. The apparatus consists in a circular pool (150-cm diameter, 60-cm height) filled to a depth of 40 cm with water maintained at 20°C–22°C and made opaque using a white aqueous emulsion (Acusol OP 301 opacifier). An escape platform, made of 6 cm diameter rough plastic, is submerged 1 cm below the water surface. The test began with 6 days of acquisition, 4 trials per day, at 120 Lux. Each trial started with the mice facing the interior wall of the pool and ended when animals climb on the platform or after a maximum searching time of 90 sec. The platform was at the same position for all the four trials but starting positions changed randomly between each trial with departures from each cardinal point. Travelled distances to find the platform and swimming speeds were analyzed each day. On 7^th^ day, mice were given a single trial of 60 seconds trial during the probe test or removal session in which the platform has been removed. The distance traveled and duration spent in each quadrant (NW, NE, SW, SE) were recorded. Annulus crossing index was calculated as the number of times that animals crossed the exact platform position. On 12^th^ and 13^th^ days, mice were given reversal sessions with 4 trials of 90 seconds per day. The platform was made visible by a small dark ball placed 12cm on top of the platform, while the external cues were hidden by surrounding the pool with a black curtain. In order to be sure that the mouse used the platform cue, starting position and platform position were changed for each trial.

The fear conditioning test was used to assess aversive learning and memory. Polymodal operant chambers (Coulbourn Instruments, USA) consisting of steel rod floor and plexiglas walls of 18.5 x 18 x 21.5 cm are used for this test. On the first day, during the conditioning session, mice were allowed to acclimate in the chambers for 4 min, then a light/tone (10 kHz, 80-dB) conditioned stimulus (CS) was presented for 20 sec and coterminated by a mild (0.4 mA, 1 sec) footshock unconditioned stimulus (US). Mice were left in the chambers for another 2 min then were put back to their homecages. Context session was performed 24 hours after the conditioning session. Mice were placed into the same chambers and allowed to explore for 6 min without presentation of light/auditory CS. Cue session was performed 5 hours after the context session. Animals were tested in distinct appearance chamber (grey plastic ground, black opaque plastic walls, change of light orientation) and were allowed to habituate for 2 min then presented to light/auditory CS. This sequence was repeated once again. During each session, animal movement was monitored to detect freezing behavior.

Cued fear extinction was tested in the various genotypes accordingly to previous report[5]. Briefly, mice were housed individually in a ventilation area before the start of behavioral training. To avoid for high stress during experiments, animals were handled every day before the start of the experiment during a week. On day 1, animals were transferred to the conditioning context (context A) for habituation. Both CS+ (total CS duration of 30s, consisting of 50-ms pips repeated at 0.9 Hz, pip frequency 7.5 kHz, 80 dB sound pressure level) and CS- (30s, consisting of white noise pips repeated at 0.9Hz, 80dB sound pressure level) were presented 4 times with a variable inter stimulus interval (ISI). On day 2 we proceeded with the conditioning phase. The protocol consisted of 5 pairings of CS+ with the US onset coinciding with the CS+ offset (1s foot shock, 0.6mA, ISI 10-60s). CS- presentations were intermingled with CS+ presentations and ISI was variable over the whole training course. Cued memory was tested 24 hours after conditioning by analyzing the freezing levels at the first CS+ presentations in context B (recall). Fear extinction was induced by submitting mice to 24 CS+-alone in two sessions (days 3 and 4). The within session extinction was evaluated by comparing freezing levels at CS+A remote cued fear test (retrieval) was performed 7 days after the extinction sessions. Freezing behavior was quantified automatically in each session using a fire-wire CCD-camera connected to automated freezing detection software (Ugo Basile, Italy).

Social behaviour was tested using the three-chamber sociability test for social preference and discrimination using a specific apparatus (Stoelting, Dublin) with three successive and identical chambers (20 cm × 40 cm × 22 (height) cm with 5 cm × 8 cm openings allowing access between the chambers). During habituation, mice were allowed to explore the three chambers freely for 10 min. In the second phase (social interest session), the test mouse was placed into the central box, while an unfamiliar mouse (stranger 1) was put into one of the restrictive areas (wire cages) in a random and balanced manner. The doors were reopened and the test mouse was allowed to explore the chambers for 10 min. Time spent to explore the empty cage and the cage with stranger 1 was recorded. In the third phase (social discrimination session), the social discrimination was evaluated with a new mouse being placed into the empty wire cage and the test mouse was allowed to explore again the entire arena for 10 min, having the choice between the familiar mouse (stranger 1) and the novel mouse (stranger 2). A delay of 2 minutes (necessary to put stranger 1 or 2 in the restrictive areas) was used between each session. Animal used as strangers were of similar sex (males) and genotype (C57BL/6N) than experimental animals but were of younger age (10 weeks versus 15weeks for experimental animals) in order to reduce aggressiveness. A social discrimination index or social preference was defined as the percentage of time spent exploring the novel mouse as (*t*_2_/(*t*_1_ + *t*_2_)) × 100.

In addition to three-chamber sociability test, social behaviour was tested using the social interaction test. In each session, 2 mice of the same genotype and similar body weight housed in different cages were put in an open field area for 10 min. The duration of sniffing and social behaviours were recorded during the 10-min session.

Body composition and body size analysis were performed on 20-week old animals. Fat content was examined by using a nuclear magnetic resonance apparatus and Minispec+ analyser (Bruker, Germany). The test was conducted during the light period on conscious fed mice. For body size analysis, animals were anesthetized under isoflurane and distances from snout to tail were measured with a FST ruler (Fine Science Tools).

## Craniofacial analysis

Craniums of 13 week-old female mice (*n* = 10 wt and 10 *Del/+; n* = 9 wt and 9 *Dup/+*) were stored in 100% ethanol. Three-dimensional coordinates of 39 relevant cranial landmarks were recorded using Landmark software, and posterior comparisons were performed using the Euclidean distance matrix analysis (EDMA) with the WinEDMA software (version 1.0.1 beta). Three-dimensional data were converted into linear distances compiled into a matrix. Both the form (size of the skull) difference matrix (FDM) and the shape difference matrix (SDM) were analysed. A ratio different from 1 (FDM) or 0 (SDM) for any linear distance indicates that the two samples are not similar for that measure.

Confidence intervals were estimated using a non-parametric bootstrapping algorithm. For each linear distance, the null hypothesis was rejected if the 90% confidence interval did not include 1 (FDM) or 0 (SDM): rejection of the null hypothesis enabled localization of differences to specific landmarks and linear distances. Bootstrap Distributions of T (FDM) and Z (SDM) were calculated with the corresponding value for the samples. The principal component analysis was carried out using the MorphoJ analysis tool[6].

## MRI processing and Analysis

A multi-channel 7.0 T, 40 cm diameter bore magnet (Varian Inc. Palo Alto, CA) was used to acquire anatomical images. A custom-built 16-coil solenoid array was used to image 16 samples concurrently[7] Parameters used in the scans were optimized for gray–white matter contrast: a T2-weighted 3D fast spin-echo sequence, with TR = 2000 ms, echo train length = 6, TEeff = 42 ms, field-of-view (FOV) = 25 × 28 × 14 mm and matrix size = 450 × 504 × 250, giving an image with 56-micron isotropic voxels and an optimal signal to noise ratio (SNR) in the order of 40[8]. Total imaging time was 11.7 h. Scans were corrected for geometric distortions generated by the image acquisition process based on images of precision machined phantoms. Four of the samples in this study were excluded from the analysis: two samples showed hydrocephalus in the ventricles (both *Dup/+*), one sample contained a large mass in the middle of the brain (wt), and one sample failed in the image registration (*Del/+*), resulting in a cohort consisting of 8 *Del/+*, 10 wt, 11 *Del/Dup*, and 8 *Dup/+* mice.

The MRI scans were linearly (6 parameters followed by 12 parameters) and subsequently non-linearly registered. All scans were then resampled with the appropriate transform and averaged to create a population atlas, which represents the average anatomy of all brains. Registrations were performed with a combination of the mni_autoreg tools[9] and ANTs (Advanced Normalization Tools)[10, 11]. The result of this registration is to have all scans deformed into exact alignment with each other in an unbiased fashion. This allows for the analysis of the deformations needed to take each individual brain into the final atlas space, the goal being to model how the deformation fields relate to genotype[12]. The Jacobian determinants of the deformation fields are then used to estimate the volume changes in each voxel. Significant regional volume changes can then be calculated in two different ways. First, regional measurements can be calculated by registering a pre-existing classified MRI atlas on to the population atlas, which allows for the volume measurement of 159 different brain regions[13-15]. Second, individual voxel measurements can be calculated from comparisons of the Jacobian determinants in a specific voxel between the *Del/+*, *Del/Dup*, *Dup/+* and wt mice. All statistical analyses were performed in the R statistical environment (www.r-project.org). Multiple comparisons were controlled for by using the false discovery rate (FDR) [16]. We used a very stringent 0.1% FDR threshold to determine significance.

## Hippocampal slice electrophysiology

Acute hippocampal slices were used to record field excitatory post synaptic potentials (fEPSPs), by the MEA60 electrophysiological suite (Multi Channel Systems, Reutlingen, FRG) as described [17, 18]. Eight set-ups consisting of a MEA1060-BC pre-amplifier and a filter amplifier (gain 550x) were run simultaneously by data acquisition units operated by MC_Rack software. Raw electrode data were digitized at 10 kHz and stored on a PC hard disk for subsequent analysis. To record fEPSPs, a hippocampal slice was placed into the well of the 5x13 3D multi electrode array (MEA) biochip (Qwane Biosciences, Lausanne, Switzerland). The slice was guided to a desired position with a fine paint brush and gently fixed over MEA electrodes by a silver ring with attached nylon mesh lowered vertically by a one-dimensional U-1C micromanipulator (You Ltd, Tokyo, Japan). MEA biochips were fitted into the pre-amplifier case and fresh ACSF was delivered to the MEA well through a temperature-controlled perfusion cannula that warmed perfused media to 32°C. Monopolar stimulation of Schäffer collateral /commissural fibers through array electrodes was performed by STG4008 stimulus generator (Multi Channel Systems, Reutlingen, FRG). Biphasic (positive/negative, 100 µs/a phase) voltage pulses were used. Amplitude, duration and frequency of stimulation were controlled by MC_Stimulus II software. All experiments were performed using two-pathway stimulation of Schäffer collateral/commissural fibers. Our previous experiments that utilized MEAs, demonstrated that largest LTP was recorded in proximal part of apical dendrites of CA1 pyramidal neurons [17]. We have therefore picked a single principal recording electrode in the middle of the proximal part of the CA1 region and assigned two electrodes for stimulation of the control and test pathways on the subicular side and on the CA3 side of *stratum radiatum* respectively. The distance from the recording electrode to the test stimulation electrode was 400-510 µm and to the control stimulation electrode 316-447 µm. To evoke orthodromic fEPSPs, test and control pathways were activated in succession at a frequency of 0.02 Hz. Baseline stimulation strength was adjusted to evoke a response that corresponded to 40% of the maximal attainable fEPSP at the recording electrode located in proximal *stratum radiatum*. Slope of the negative part of fEPSPs was used as a measure of the synaptic strength. Paired stimulation with an interpulse interval of 50 ms was used to observe paired-pulse facilitation (PPF) in baseline conditions in the test pathway before LTP induction. PPF was calculated by dividing the negative slope of fEPSP obtained in response to the second pulse by the amplitude of fEPSP amplitude evoked by the preceding pulse. To induce LTP, 10 bursts of baseline strength stimuli were administered at 5 Hz to test pathway with 4 pulses given at 100 Hz per burst (total 40 stimuli). LTP plots were scaled to the average of the first five baseline points. Normalization of LTP values was performed by dividing the fEPSP amplitude in the tetanized pathway by the amplitude of the control fEPSP at corresponding time points. Normalized LTP values averaged across the period of 61-65 min after theta-burst stimulation were used for statistical comparison.

In electrophysiological experiments, since several slices were routinely recorded from every mouse, fEPSPmax slopes, PPF and LTP values between wt and mutant mice were compared using two-way nested ANOVA design with genotype (group) and mice (sub-group) as fixed and random factors respectively (STATISTICA v.10, StatSoft, USA). DF error was computed using the Satterthwaite’s method and main genotype effect was considered significant if *P* < 0.05. Graph plots and normalization were performed using OriginPro 8.5 (OriginLab, Northampton, USA). Electrophysiological data are presented as the mean ± s.e.m. with *n* and *N* indicating number of slices and mice respectively.

## S1 appendix references

1. Michel D, Chatelain G, Herault Y, Harper F, Brun G. H-DNA can act as a transcriptional insulator. Cell Mol Biol Res. 1993;39(2):131-40. PubMed PMID: 8220583.

2. Brault V, Pereira P, Duchon A, Herault Y. Modeling chromosomes in mouse to explore the function of genes, genomic disorders, and chromosomal organization. Plos Genetics. 2006;2(7):911-9. doi: e86

10.1371/journal.pgen.0020086. PubMed PMID: WOS:000239494800001.

3. Herault Y, Chatelain G, Brun G, Michel D. The PUR element stimulates transcription and is a target for single strand-specific binding factors conserved among vertebrate classes. Cell Mol Biol Res. 1993;39(8):717-25. PubMed PMID: 7951411.

4. Duchon A, Pothion S, Brault V, Sharp AJ, Tybulewicz VLJ, Fisher EMC, et al. The telomeric part of the human chromosome 21 from Cstb to Prmt2 is not necessary for the locomotor and short-term memory deficits observed in the Tc1 mouse model of Down syndrome. Behavioural Brain Research. 2011;217(2):271-81. doi: 10.1016/j.bbr.2010.10.023. PubMed PMID: WOS:000286698300003.

5. Houbaert X, Zhang CL, Gambino F, Lepleux M, Deshors M, Normand E, et al. Target-specific vulnerability of excitatory synapses leads to deficits in associative memory in a model of intellectual disorder. J Neurosci. 2013;33(34):13805-19. doi: 10.1523/JNEUROSCI.1457-13.2013. PubMed PMID: 23966701.

6. Klingenberg CP. MorphoJ: an integrated software package for geometric morphometrics. Mol Ecol Resour. 2011;11(2):353-7. doi: 10.1111/j.1755-0998.2010.02924.x. PubMed PMID: 21429143.

7. Lerch JP, Yiu AP, Martinez-Canabal A, Pekar T, Bohbot VD, Frankland PW, et al. Maze training in mice induces MRI-detectable brain shape changes specific to the type of learning. Neuroimage. 2011;54(3):2086-95. doi: 10.1016/j.neuroimage.2010.09.086. PubMed PMID: 20932918.

8. Kale SC, Lerch JP, Henkelman RM, Chen XJ. Optimization of the SNR-resolution tradeoff for registration of magnetic resonance images. Hum Brain Mapp. 2008;29(10):1147-58. doi: 10.1002/hbm.20453. PubMed PMID: 17957707.

9. Collins DL, Neelin P, Peters TM, Evans AC. Automatic 3D intersubject registration of MR volumetric data in standardized Talairach space. J Comput Assist Tomogr. 1994;18(2):192-205. PubMed PMID: 8126267.

10. Avants BB, Tustison NJ, Song G, Cook PA, Klein A, Gee JC. A reproducible evaluation of ANTs similarity metric performance in brain image registration. Neuroimage. 2011;54(3):2033-44. doi: 10.1016/j.neuroimage.2010.09.025. PubMed PMID: 20851191; PubMed Central PMCID: PMCPMC3065962.

11. Avants BB, Epstein CL, Grossman M, Gee JC. Symmetric diffeomorphic image registration with cross-correlation: evaluating automated labeling of elderly and neurodegenerative brain. Med Image Anal. 2008;12(1):26-41. doi: 10.1016/j.media.2007.06.004. PubMed PMID: 17659998; PubMed Central PMCID: PMCPMC2276735.

12. Nieman BJ, Flenniken AM, Adamson SL, Henkelman RM, Sled JG. Anatomical phenotyping in the brain and skull of a mutant mouse by magnetic resonance imaging and computed tomography. Physiol Genomics. 2006;24(2):154-62. doi: 10.1152/physiolgenomics.00217.2005. PubMed PMID: 16410543.

13. Dorr AE, Lerch JP, Spring S, Kabani N, Henkelman RM. High resolution three-dimensional brain atlas using an average magnetic resonance image of 40 adult C57Bl/6J mice. Neuroimage. 2008;42(1):60-9. doi: 10.1016/j.neuroimage.2008.03.037. PubMed PMID: 18502665.

14. Ullmann JF, Watson C, Janke AL, Kurniawan ND, Reutens DC. A segmentation protocol and MRI atlas of the C57BL/6J mouse neocortex. Neuroimage. 2013;78:196-203. doi: 10.1016/j.neuroimage.2013.04.008. PubMed PMID: 23587687.

15. Steadman PE, Ellegood J, Szulc KU, Turnbull DH, Joyner AL, Henkelman RM, et al. Genetic effects on cerebellar structure across mouse models of autism using a magnetic resonance imaging atlas. Autism Res. 2014;7(1):124-37. doi: 10.1002/aur.1344. PubMed PMID: 24151012; PubMed Central PMCID: PMCPMC4418792.

16. Genovese CR, Lazar NA, Nichols T. Thresholding of statistical maps in functional neuroimaging using the false discovery rate. Neuroimage. 2002;15(4):870-8. doi: 10.1006/nimg.2001.1037. PubMed PMID: 11906227.

17. Hunter CL, Isacson O, Nelson M, Bimonte-Nelson H, Seo H, Lin L, et al. Regional alterations in amyloid precursor protein and nerve growth factor across age in a mouse model of Down's syndrome. Neurosci Res. 2003;45(4):437-45. PubMed PMID: 12657457.

18. Hyde LA, Crnic LS. Age-related deficits in context discrimination learning in Ts65Dn mice that model Down syndrome and Alzheimer's disease. Behav Neurosci. 2001;115(6):1239-46. PubMed PMID: 11770055.

# Supplementary material for: Mouse models of 17q21.31 microdeletion and microduplication syndromes highlight the importance of Kansl1 for cognition
**Source:** PLoS Genet. 2017 Jul 13;13(7):e1006886. doi: 10.1371/journal.pgen.1006886
**Supplement:** S1 Table — In the circadian activity test, both Del/+ and Dup/+ animals showed global vertical hypoactivity. Del/+ mice showed locomotor hypoactivity during dark and light phases and rearing hypoactivity during the light phase. Dup/+ mice showed rearing hypoactivity during habituation phase. No alteration of feeding behavior was noticed during the test. During open field sessions, Del/+ and Dup/+ mice showed respectively trends rearing hyperactivity and hypoactivity. No phenotype was observed in the elevated plus maze test. No difference in activity and anxiety was observed between Del/Dup mice and wt littermates. Data are mean ± SEM.

**Supplementary Table 1. Activity and anxiety characterization of the *Del-Dup* cohort.**

|  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- |
| **Test** | **Parameter** | **Genotype** | | | |
|  |  | ***Del/+*** | **wt** | ***Del/Dup*** | ***Dup/+*** |
| Circadian Activity | Hab ambulatory activity (count) | 223 ± 28 | 241± 17 | 230 ± 35 | 191 ± 23 |
|  | Hab vertical activity (count) | 326 ± 41 | 337 ± 58 | 324 ± 64 | 125 ± 21 |
|  | Dark ambulatory activity (count) | 316 ± 26** | 546 ± 37 | 535 ± 58 | 470 ± 58 |
|  | Dark vertical activity (count) | 492 ± 56 | 734 ± 84 | 686 ± 90 | 443 ± 50 |
|  | Light ambulatory activity (count) | 92.4 ± 12** | 172 ± 16 | 152 ± 20 | 155 ± 21 |
|  | Light vertical activity (count) | 70.6 ± 8.6** | 172 ± 27 | 173 ± 29 | 122 ± 23 |
|  | Total ambulatory activity (count) | 639 ± 56*** | 974 ± 48 | 932 ± 104 | 836 ± 94 |
|  | Total vertical activity (count) | 895 ± 78 | 1248 ± 145 | 1190 ± 165 | 699 ± 76* |
|  | Total food consumption (g) | 5.6 ± 0.3 | 5.7 ± 0.3 | 5.6 ± 0.2 | 5.3 ± 0.4 |
|  | Total water consumption (ml) | 5.6 ± 0.2 | 5.4 ± 0.3 | 5.6 ± 0.4 | 5.3 ± 0.4 |
| Open Field | Distance travelled (m) | 104 ± 4 | 105 ± 4 | 105 ± 5 | 95.4 ± 4.3 |
|  | Vertical activity (count) | 214 ± 23 | 167 ± 12 | 165 ± 24 | 120 ± 11 |
|  | Time in center (%) | 7.0 ± 0.7 | 8.7 ± 1.4 | 8.4 ± 1.2 | 10.2 ± 1.2 |
| Elevated Plus Maze | Arm entries (count) | 11.8 ± 1.2 | 14.2 ± 0.9 | 15.2 ± 1.1 | 10.9 ± 1.2 |
|  | Open arm time (%) | 2.7 ± 0.8 | 5.7 ± 0.9 | 7.9 ± 1.7 | 4.7 ± 1.1 |

# Supplementary material for: Mouse models of 17q21.31 microdeletion and microduplication syndromes highlight the importance of Kansl1 for cognition
**Source:** PLoS Genet. 2017 Jul 13;13(7):e1006886. doi: 10.1371/journal.pgen.1006886
**Supplement:** S2 Table — No phenotype was observed in the Y maze test. Object recognition memory of mice was assessed with a retention delay of 3 h. In the first session (S1) of test, no difference in object exploration was noticed. In the retention session (S2), Del/+ mice showed recognition memory deficits. In the Morris water maze, no difference of spatial learning and memory was observed between the different genotypes. Mutant mice and wild-type littermates travelled the same distance and needed the same time to find the platform from first day to sixth day (D6) of acquisition. In the probe test (PT) on day 7, when the platform is removed, all mice spent a similar percentage of time in the target quadrant. In the fear conditioning test, all genotypes displayed similar level of activity in the conditioning session before footshock. Post-choc freezing was decreased in Del/+ and Del/Dup mice without significance. In the 6-min contextual session, Dup/+ animals showed a global higher freezing without significance. In cue sessions, Del/+ and Dup/+ mice displayed respectively lower and higher level of freezing in comparison with wt littermates. In the three-chamber sociability test, Del/+ mice showed an increased level of social interaction with the first stranger in first session (S1). Del/+ mice also presented trends for higher level of social interaction with the first stranger and the second stranger in the second session (S2). No alteration of social preference was found between genotypes. In the social interaction test, Del/+ animals displayed trends for shorter first contact latency and higher level of social interaction whereas Dup/+ mice displayed trends for longer first contact latency and lower level of social interaction in comparison with wt littermates. No phenotype was observed in rotarod and grip tests. Del/Dup mice showed similar performances than wt littermates. Data are mean ± SEM.

**Supplementary Table 2. Behavioral characterization of the *Del-Dup* cohort.**

|  |  |  |  | |  | |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Test** | **Parameter** | **Genotype** | | | | | |
|  |  | ***Del/+*** | | **wt** | | ***Del/Dup*** | ***Dup/+*** |
| Y Maze | Arm entries (count) | 25.1 ± 2.1 | | 22.5 ± 2.6 | | 20.0 ± 2.1 | 15.8 ± 2.1 |
|  | Alternation (%) | 64.9 ± 5.9 | | 64.6 ± 3.7 | | 63.8 ± 4.9 | 63.8 ± 5.9 |
| New Object Recognition 3 hour delay | S1 First object exploration (s) | 9.0 ± 0.6 | | 9.3 ± 0.8 | | 8.1 ± 1.0 | 6.2 ± 0.9 |
|  | S2 Former object exploration (s) | 4.6 ± 0.6 | | 3.4 ± 0.7 | | 2.7 ± 0.5 | 2.3 ± 0.7 |
|  | S2 Novel object exploration (s) | 6.3 ± 1.2 | | 6.0 ± 1.2 | | 4.5 ± 0.7 | 3.4 ± 0.5 |
|  | Discrimination index (%) | 56.0 ± 1.6* | | 63.7 ± 1.9 | | 62.4 ± 2.8 | 63.1 ± 3.3 |
| Morris water maze | D6 distance to platform (m) | 5.5 ± 0.6 | | 5.3 ± 0.7 | | 6.1 ± 1.3 | 5.1 ± 0.7 |
|  | D6 latency to platform (s) | 33.7 ± 4.7 | | 25.6 ± 4.4 | | 28.0 ± 7.0 | 30.1 ± 7.0 |
|  | Probe - time in target quad. (%) | 32.3 ± 3.3 | | 37.8 ± 3.5 | | 33.8 ± 3.6 | 41.9 ± 6.0 |
| Fear Conditioning | Baseline freezing (%) | 11.4 ± 2.1 | | 15.5 ± 3.4 | | 12.7 ± 3.4 | 25.1 ± 6.9 |
|  | Post-choc freezing (%) | 19.9 ± 3.3 | | 30.7 ± 5.6 | | 15.6 ± 3.1 | 31.7 ± 2.8 |
|  | Contextual freezing (%) | 42.7 ± 5.5 | | 54.1 ± 5.0 | | 52.6 ± 5.9 | 67.9 ± 5.9 |
|  | First Cue freezing (%) | 60.9 ± 5.7 | | 64.2 ± 4.8 | | 60.5 ± 6.9 | 79.7 ± 4.1 |
|  | Second cue freezing (%) | 50.8 ± 5.1** | | 73.8 ± 4.7 | | 59.0 ± 7.1 | 87.0 ± 3.9* |
| Three-Chamber Sociability | S1 First stranger exploration (s) | 206 ± 10* | | 169 ± 6 | | 171 ± 15 | 179 ± 16 |
|  | S2 First stranger exploration (s) | 101 ± 8 | | 71.4 ± 6.3 | | 87.6 ± 4.0 | 83.1 ± 12.6 |
|  | S2 Second stranger exploration (s) | 167 ± 13 | | 133 ± 11 | | 133 ± 11 | 124 ± 14 |
|  | Preference index (%) | 61.4 ± 3.3 | | 64.5 ± 2.6 | | 59.3 ± 2.8 | 60.3 ± 5.3 |
| Social Interaction | First contact latency (s) | 13.1 ± 4.6 | | 16.0 ± 4.5 | | 25.0 ± 10.4 | 44.0 ± 14.9 |
|  | Sniffing time (s) | 91.4 ± 10.9 | | 70.1 ± 9.4 | | 68.8 ± 7.0 | 50.4 ± 5.1 |
|  | Following time (s) | 13.9 ± 2.8 | | 8.8 ± 2.3 | | 6.5 ± 2.2 | 9.9 ± 4.3 |
| Rotarod | D1 Time on the rod (s) | 196 ± 14 | | 156 ± 11 | | 151 ± 18 | 139 ± 15 |
|  | D2 Time on the rod (s) | 223 ± 15 | | 190 ± 10 | | 199 ± 19 | 157 ± 13 |
|  | D3 Time on the rod (s) | 207 ± 15 | | 186 ± 11 | | 187 ± 19 | 141 ± 13 |
| Grip Test | Grip stength (g/g body weight) | 8.0 ± 0.2 | | 7.8 ± 0.2 | | 8.2 ± 0.3 | 8.2 ± 0.4 |

# Supplementary material for: Mouse models of 17q21.31 microdeletion and microduplication syndromes highlight the importance of Kansl1 for cognition
**Source:** PLoS Genet. 2017 Jul 13;13(7):e1006886. doi: 10.1371/journal.pgen.1006886
**Supplement:** S3 Table

**Supplementary Table 3 comparison of the absolute volumes of 83 brain structures observed in mutant *Del/+* and *Dup/+* animals with wt littermates by magnetic resonance imaging**

# Supplementary material for: Mouse models of 17q21.31 microdeletion and microduplication syndromes highlight the importance of Kansl1 for cognition
**Source:** PLoS Genet. 2017 Jul 13;13(7):e1006886. doi: 10.1371/journal.pgen.1006886
**Supplement:** S4 Table — In the circadian activity test, Kansl1+/- mice showed locomotion hypoactivity in dark and light phases. No alteration of feeding behavior was noticed during the test. During open field sessions, Kansl1+/- animals showed rearing hyperactivity. Observation of repetitive behaviors in odorless home-cages revealed decreased level of digging and increased level of rearing in Kansl1+/- mice in comparison with wt littermates. Object recognition memory of mice was assessed with a retention delay of 3 h. In the first session (S1) of test, no difference in object exploration was noticed. In the retention session (S2), Kansl1+/- mice showed potent recognition memory deficits. In the fear conditioning test, no difference of activity in the conditioning session before footshock was observed between Kansl1+/- mice and wt littermates. In the 6-min contextual session, Kansl1+/- mice showed a reduced level of freezing. In cue sessions, Kansl1+/- mice also showed reduced level of freezing with significant statistical difference during the second cue. During the rotarod test, Kansl1+/- mice displayed an important improvement of motor coordination from the first day (D1) to the third day (D3) of test. No phenotype was observed in the grip test. Data are mean ± SEM.

**Supplementary Table 4. Behavioral characterization of *Kansl1*^+/-^ cohorts.**

|  |  |  |  | |
| --- | --- | --- | --- | --- |
| **Test** | **Parameter** | **Genotype** | | |
|  |  | ***wt*** | | ***Kansl1^+/-^*** |
| Circadian Activity | Hab ambulatory activity (count) | 253 ± 21 | | 243± 33 |
|  | Hab vertical activity (count) | 235 ± 47 | | 426 ± 89 |
|  | Dark ambulatory activity (count) | 522 ± 57 | | 314 ± 36 * |
|  | Dark vertical activity (count) | 872 ± 146 | | 1536 ± 427 |
|  | Light ambulatory activity (count) | 125 ± 8 | | 86.3 ± 10.3 ** |
|  | Light vertical activity (count) | 108 ± 15 | | 108 ± 18 |
|  | Total ambulatory activity (count) | 930 ± 77 | | 658 ± 71 * |
|  | Total vertical activity (count) | 1253 ± 194 | | 2126 ± 522 |
|  | Total food consumption (g) | 5.3 ± 0.2 | | 5.0 ± 0.5 |
|  | Total water consumption (ml) | 5.0 ± 0.2 | | 5.4 ± 0.3 |
| Open Field | Distance travelled (m) | 99.1 ± 7.1 | | 108 ± 5 |
|  | Rears (count) | 170 ± 21 | | 240 ± 24 * |
|  | Time in center (%) | 7.1 ± 1.2 | | 10.0 ± 1.3 |
| Repetitive Behaviors | Rearing (count) | 39.4 ± 2.8 | | 57.4 ± 6.3 * |
|  | Jumping (count) | 0.22 ± 0.22 | | 3.0 ± 2.3 |
|  | Climbing (count) | 10.4 ± 3.0 | | 14.8 ± 2.9 |
|  | Digging (count) | 13.1 ± 2.2 | | 3.9 ± 1.4 ** |
| Elevated Plus Maze | Arm entries (count) | 14.3 ± 1.8 | | 14.5± 2.2 |
|  | Open arm time (%) | 4.0 ± 2.3 | | 1.3 ± 0.6 |
| New Object Recognition 3 hour delay | S1 First object exploration (s) | 7.2 ± 0.5 | | 5.4 ± 0.7 |
|  | S2 Former object exploration (s) | 2.2 ± 0.4 | | 2.5 ± 0.5 |
|  | S2 Novel object exploration (s) | 4.3 ± 0.6 | | 2.8 ± 0.5 |
|  | Discrimination index (%) | 67.0 ± 2.6 | | 53.0 ± 1.2 *** |
| Fear Conditioning | Baseline freezing (%) | 9.9 ± 1.7 | | 13.7 ± 4.8 |
|  | Post-choc freezing (%) | 25.7 ± 5.7 | | 14.2 ± 3.3 |
|  | Contextual freezing (%) | 49.8 ± 7.1 | | 24.8 ± 4.7 * |
|  | First Cue freezing (%) | 61.8 ± 6.8 | | 42.5 ± 8.9 |
|  | Second cue freezing (%) | 69.8 ± 6.8 | | 32.7 ± 5.6 *** |
| Rotarod | D1 Time on the rod (s) | 64.2 ± 3.3 | | 89.3 ± 8.1 ** |
|  | D2 Time on the rod (s) | 77.7 ± 4.5 | | 164 ± 9 *** |
|  | D3 Time on the rod (s) | 114 ± 7 | | 202 ± 13 *** |
| Grip Test | Grip stength (g/g body weight) | 9.7 ± 0.4 | | 10.0 ± 0.3 |

How the deposited data were processed for this re-analysis (not part of the article)

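H3K4me3 was measured by ChIP-seq in the hippocampus of 12 mice at postnatal day 30: 3 Del/+, 3 Kansl1+/- and 6 wt, of which 3 were littermates of each mutant. The authors mapped the reads with BWA 0.6.2, called peaks with their own C++ script, compared promoters with DESeq2 at an uncorrected p below 0.01 (3 mutant against 6 wt libraries) and grouped the up-regulated genes into 4 clusters. The genome build of the alignment is not named in the text of the Methods. The authors deposited 8 tables of GO enrichments, 1 per gene list. In each, a listed term has the authors' p-value, Bonferroni and Benjamini corrected p-values, the count of genes in the list and in the background, an expected number (a score computed by the authors) and a fold enrichment. The number of per-sample columns left unused is 0, since the tables hold none, and the depth of each library is unknown. No spread between mice, no test of single promoters and no fit without a replicate could be made.

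From the gene counts, the list sizes, the background of 23468 genes and the number of tests (21172, the median of the authors' Bonferroni value over their p-value) were derived. With these, the one-sided exact hypergeometric p, its Bonferroni value (threshold 0.05) and a Benjamini-Hochberg upper bound were computed for each of 1076 listed terms. The recomputed p was within 2% of the authors' deposited p for 1002 terms. The remaining 74 have an authors' p of 2.09e-15 or less, and the exact p was used. Cell-type classes were tested the same way from the counts of S13 to S20 Tables, with Bonferroni correction over 11 classes and a threshold of 0.01 as in the Methods, and genes with long introns with correction over the 8 lists. The tables of the clusters and those of the up- and down-regulated lists use different marker lists for some classes (389 and 288 markers for CA1/CA2 pyramidal neurons), so shares were compared within a set of tables only. Between lists, two-sided Fisher's exact tests were used. Gene names were matched to the GENCODE M21 annotation of GRCm38 and to RefSeq synonyms. At least 97.7% of the symbols of each complete list had a position. The files hold no coordinates, so positions are those of the annotation.

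The procedure was tested on simulated data. For 8 simulated tables with 1076 terms, all 8 list sizes, the background and, within rounding, the number of tests were recovered. Of 2000 unchanged terms in a list of 300 genes, 0 were called, and of 200 terms made 4 times enriched, 108 were.

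GO terms, classes and genes were chosen by a rule: those that the paper names for these data, and the 3 terms with the lowest recomputed p in each list. Not all of these leading terms are given above. For Kansl1+/- up, system development, multicellular organismal development and anatomical structure development were left out. For cluster 4, cell-cell signaling and nervous system development were left out. The tests of enrichment, of cluster 1 against cluster 4 and of overlaps, the simulation of common controls, the rule and the alternatives were set before the data were examined, but after the supplementary copies of the same GO tables had been read, so they were chosen with the published enrichments in view. The Fisher's exact tests of up against down lists and of social behavior genes were added later, and the closing section names the tests there that were chosen after the values had been seen. The alternatives were the EASE count (1 gene fewer), a two-sided test, stricter and looser corrections, the authors' Benjamini column, the list sizes of S17 to S20 Tables, terms with at most 1000 genes, matching through synonyms, loci at 10 and 100 kb in place of genes, and t in place of normal statistics in the simulation of common controls. The published background of all annotated genes was kept, because the genes with an H3K4me3 peak were not analysed here. The position and lists of 1 gene that the paper names are not reported here. Gene lists held in part (cluster 4, Kansl1+/- down and Del/+ up) entered no overlap. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.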

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

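The tests against the background and against a change in cell numbers below were chosen after the counts had been seen, and the count of shared markers was set before it was made.

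The paper describes the cell types of the up-regulated genes and does not discuss those of the down-regulated ones. Among the 333 genes down-regulated in Del/+ that could be compared, 29 were oligodendrocyte markers (8.71%, 95% interval 5.91% to 12.3%), where 6.23 were expected (Bonferroni corrected p = 7.59e-11, one-sided exact hypergeometric test), and 14 were ependymal markers (4.20%, corrected p = 0.00581). Among the 478 genes down-regulated in Kansl1+/-, 22 were oligodendrocyte markers (4.60%, exact test, corrected p = 0.00117). In that mutant, ependymal markers were 16 of its 336 up-regulated genes (4.76%, exact test, corrected p = 5.60e-04). They were also 11 of its 478 down-regulated ones (2.30%), which did not pass (exact test, uncorrected p = 0.106). The shares of the up and down lists of Kansl1+/- did not differ beyond chance (two-sided Fisher's exact test, p = 0.0721). The counts come from sheets held in full. The ependymal class of Del/+ down no longer passed under the EASE count or with correction over 88 pairs.

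A background with too many silent genes would raise the class in the up and the down list alike. The up list of Del/+ held 3 oligodendrocyte markers among 501 genes, and the difference from the down list was beyond chance (two-sided Fisher's exact test, p = 1.62e-09), which argues against the background as the cause. A lower share of oligodendrocytes in the tissue would raise all other cell types alike. The other 10 classes had 112 markers up and 28 down in Del/+, and they parted in direction (permutation test, p = 1e-05, the smallest that 100000 permutations can give): CA1/CA2 pyramidal neurons had 37 markers up and 0 down, and ependymal cells 4 up and 14 down. The permutation takes marker genes as independent, which markers of the same cell type need not be. Its p therefore does not measure chance between mice. Within that limit, the counts argue against a lower share of oligodendrocytes alone as the cause of the whole pattern in Del/+. Fewer oligodendrocytes together with a change in neurons remain possible. The permutation test was made in Del/+ alone. In Kansl1+/-, each of the other 10 classes had a higher share up than down. Astrocytes had 19 markers of 336 genes up and 4 of 478 down, and ependymal cells 16 and 11. Fewer oligodendrocytes would give that direction, so this explanation stays open for Kansl1+/-. Both mutants were compared with the same 6 wt libraries, and a high oligodendrocyte content of those libraries would lower the class in both. The mutants had 7 of these oligodendrocyte markers in common. A change shared by both mutants would give common genes too, so the 2 explanations cannot be told apart without values per mouse. A difference in dissected white matter and a lower activity of these promoters within oligodendrocytes both stay open and were not tested.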

How the results depend on the processing

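All the alternatives below were set before the deposited files were examined. No paired analysis was possible because the files hold no values per sample, and leaving out each replicate was not run for the same reason.

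Of the 8 counts of GO terms, none changed by more than 1.5 times under the EASE count, the two-sided test or the authors' Benjamini column. The list sizes of S17 to S20 Tables apply to the 4 lists of up- and down-regulated genes alone, and none of their counts changed by more than 1.5 times. With terms of at most 1000 genes, where fewer terms can be counted, the number passing fell to 90 in cluster 1 (from 154), 45 in cluster 2 (from 76), 54 in cluster 3 (from 101), 0 in Kansl1+/- down (from 9), 132 in Kansl1+/- up (from 237) and 133 in Del/+ up (from 215). A threshold of 0.01 left 50 terms in cluster 2, and the Benjamini-Hochberg bound gave 14 in Kansl1+/- down, which is every listed term. That bound covers listed terms alone, so its counts are lower limits. For the 2 listed terms of Del/+ down it was 0.0970, and terms that are not listed could bring the value lower. Under the other alternatives, 0 of these 2 terms passed.

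For cell-type classes, the EASE count and the correction over 88 pairs each left 1 class in cluster 2 (from 2), 0 in cluster 4 (from 2) and 1 in Del/+ down (from 2), and the other counts stayed within 1.5 times. Genes with long introns kept their side of 0.05 in all 8 lists. Of the 12 comparisons of cluster 1 with cluster 4, setting the cluster with the highest share against the other 3 brought CA1/CA2 pyramidal neurons (two-sided Fisher's exact p = 0.00583, cluster 3) and mural cells (0.0131, cluster 1) below 0.05. The cluster was picked for its share, which makes these p-values too small. Of the 42 adjusted p-values of named terms, the EASE count took 5 above 0.05, and the Benjamini column of the authors 1. The Benjamini-Hochberg bound brought 1, social behavior in Del/+, below it.

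The counts of shared genes did not change with synonyms. The 18 histone genes of cluster 2, and the 18 of Kansl1+/- up, were 5 loci at 10 kb and 4 at 100 kb, while the gene counts of the 5 complete lists stayed within 1.5 times when joined. The chance share from common controls rose from 14.8% to 20.8% with t statistics, in which both comparisons also share the wt estimate of the spread. The unknown depth limits every result: no call and no direction could be checked in single mice.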

Differences from the paper's values

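The paper's p for dendrite in the genes up-regulated in Del/+ is 3e-14, and the recomputed Bonferroni value was 3.64e-14. The authors' deposited Bonferroni values are 2.95e-14 for dendrite, 7.93e-20 for synapse and 1.31e-22 for neurogenesis. Rounded, they give the paper's values for these 3 terms. The recomputed Bonferroni values for synapse and neurogenesis were larger, at 9.8e-20 and 1.76e-22 (one-sided exact hypergeometric test).

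The paper's text gives 4 p-values for GO terms in the genes up-regulated in Del/+ without naming the correction of each. For synaptic transmission, its p is larger than the recomputed Bonferroni value of 5.67e-25. Of the alternatives set before the data were examined, the Benjamini column of the authors' deposited table (9.06e-24) gives the paper's value. The EASE count (3.60e-24), the two-sided test (5.67e-25) and the Benjamini-Hochberg bound (1.13e-25) do not.

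The paper states that Tbx1 and Nr2e1 alone of the social behavior genes up-regulated in Del/+ are also deregulated in Kansl1+/- (Fig 6i). The table of genes up-regulated in Kansl1+/- names 3 of the 8, with Cntnap2 as the other. The paper also counts Cntnap2 among the genes up-regulated specifically in Del/+. Cntnap2 is listed in the cluster that the paper describes as up-regulated in Kansl1+/- and not in Del/+. It is also listed in the cluster that the paper describes as specific to Del/+. Gene names do not tell whether the same promoter of Cntnap2 was called in both mutants. At the level of promoters, the paper's statement is therefore not contradicted. The paper lists Chd1l as underexpressed in Del/+, and it was not in the list of 337 down-regulated genes. The paper names oxidoreductase for the genes down-regulated in Del/+ and mitochondrion alone for those down-regulated in Kansl1+/-, both with DAVID, which was not repeated here. In the authors' deposited GO tables, which are another analysis, oxidoreductase is not listed, and for Kansl1+/- down 9 terms passed after recomputation, mitochondrion among them. No alternative left mitochondrion alone.

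Fig 6d calls endothelial cells enriched in Del/+, and the corrected p was 0.0175. The paper names mural cells for cluster 1 and astrocytes for cluster 4, and the corrected p were 0.0146 and 0.0637. At the paper's threshold of 0.01 none of the 3 passed with the correction that the Methods name, and all 3 passed without correction (p = 0.00159, 0.00133 and 0.00579). Endothelial and mural cells also passed at a corrected threshold of 0.05. The paper places neurogenesis with clusters 2, 3 and 4, and it passed in cluster 1 too, with 38 genes, as Fig 6h also shows.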

Other observations

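The tests on the Benjamini column, on histone loci, on introns and on social behavior genes were chosen after the values had been seen, and those on gene length, chromosome X and common controls were set before their results.

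In the authors' deposited tables, the Benjamini corrected p is above the Bonferroni corrected p for 571 of 1076 terms, which the procedure cannot give when both correct over the same tests. The Benjamini-Hochberg procedure with 2000000 tests in place of 21172 returned 100% of the 1069 printed values under 1 within 2%. This is consistent with a number of tests set to 2000000. Terms were therefore judged more strictly in that column than a Benjamini correction over the tested terms would judge them. No biological explanation applies.

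The nucleosome terms of cluster 2 rest on neighbouring genes. With all protein-coding genes of GRCm38 within 100 kb of each other joined into 2864 loci, the cluster had genes in 157, among them 3 of the 6 loci with histone genes, where 0.329 were expected (one-sided exact hypergeometric p = 0.00286). A locus with many genes is met more often, and 100000 random draws of loci in proportion to their genes gave 2.10 histone loci on average (permutation p = 0.350). With 10 kb, the cluster had 4 of 16 histone loci, and the draws gave 0.631 (permutation p = 0.00240). The outcome rests on few loci and on the distance chosen, so neighbours counted one by one cannot be told apart from a change at separate histone loci. Reads shared between near-identical histone genes and a change in dividing cells were not tested and stay open.

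Genes up-regulated in Kansl1+/- had a median length of 43.5 kb (335 genes with a position) and genes down-regulated in Del/+ one of 17.1 kb (332), a ratio of 2.55 (two-sided permutation test, p = 2e-05, the smallest that 100000 permutations give). The reference median over all protein-coding genes of the annotation was 17.4 kb. Against that reference, the up list held long genes and the down list was near it. Genes with an H3K4me3 peak may have another median, which was not analysed here, so a short down list is not excluded. Without the markers of pyramidal neurons and interneurons the ratio was 2.33 (303 and 332 genes, the same p), so long neuronal markers do not explain the difference. Neuronal genes outside the marker lists may still do so, and so may the larger number of promoters of long genes. These 2 lists were used because they were held in full, and they come from different mutants, so the mutant may also contribute. The class of genes with very long introns is described in Fig 6f by introns over 0.4 Mb. Of its 63 genes in the 8 lists, 14 have a single intron over 400 kb on GRCm38 and all 63 have introns that add up to more. In the annotation, 69 genes have such an intron and 357 such a total, and the class counts 498 or 565 genes.

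Chromosome X held fewer genes than expected in each of the 8 lists, for example 5 of 504 in Del/+ up against 34.2 and 8 of 478 in Kansl1+/- down against 32.4. Non-coding and silent genes of the background could lower the share. Among protein-coding genes alone, the complete lists held 14 of 848 genes on X (1.65%) against 4.32% in the annotation (one-sided exact hypergeometric p = 9.20e-06), which argues against non-coding genes as the whole cause. Protein-coding genes of X that are silent in brain, and a lower read count on a single X in males, were not tested. No sex is given for the ChIP-seq mice in the material used here.

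The common wt libraries alone gave a shared fraction of 20.8% in the simulation with t statistics, below the paper's 36% and 67%. The simulation assumes equal spread in wt and mutant libraries and independent promoters. Since values per mouse were not used here, how much of the paper's shares comes from the wt libraries cannot be told apart from a shared effect of the 2 genotypes.

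The number of social behavior genes was larger in Del/+ up (8 of 512) than in Kansl1+/- up (3 of 343), and a two-sided Fisher's exact test of the shares gave p = 0.540. All 3 genes of Kansl1+/- are among the 8 of Del/+, and the test takes the lists as independent. The Del/+ list was not held in full, so the shared genes could not be set apart, and a chance difference between lists of unequal size cannot be told apart from a difference between the genotypes.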
